# Contrasting effects of whole-body and hepatocyte-specific deletion of the RNA polymerase III repressor *Maf1* in the mouse

**DOI:** 10.3389/fmolb.2023.1297800

**Published:** 2023-12-05

**Authors:** Gilles Willemin, François Mange, Viviane Praz, Séverine Lorrain, Pascal Cousin, Catherine Roger, Ian M. Willis, Nouria Hernandez

**Keywords:** transcription repressor, metabolic regulation, lipogenesis, angiogenin, growth hormone, ChIPseq, RNAseq, proteomics

## Abstract

MAF1 is a nutrient-sensitive, TORC1-regulated repressor of RNA polymerase III (Pol III). MAF1 downregulation leads to increased lipogenesis in *Drosophila melanogaster*, *Caenorhabditis elegans*, and mice. However, *Maf1* ^*−/−*^ mice are lean as increased lipogenesis is counterbalanced by futile pre-tRNA synthesis and degradation, resulting in increased energy expenditure. We compared Chow-fed *Maf1* ^*−/−*^ mice with Chow- or High Fat (HF)-fed *Maf1* ^*hep−/−*^ mice that lack MAF1 specifically in hepatocytes. Unlike *Maf1* ^*−/−*^ mice, *Maf1* ^*hep−/−*^ mice become heavier and fattier than control mice with old age and much earlier under a HF diet. Liver ChIPseq, RNAseq and proteomics analyses indicate increased Pol III occupancy at Pol III genes, very few differences in mRNA accumulation, and protein accumulation changes consistent with increased lipogenesis. Futile pre-tRNA synthesis and degradation in the liver, as likely occurs in *Maf1* ^*hep−/−*^ mice, thus seems insufficient to counteract increased lipogenesis. Indeed, RNAseq and metabolite profiling indicate that liver phenotypes of *Maf1* ^*−/−*^ mice are strongly influenced by systemic inter-organ communication. Among common changes in the three phenotypically distinct cohorts, Angiogenin downregulation is likely linked to increased Pol III occupancy of tRNA genes in the Angiogenin promoter.

## 1 Introduction

MAF1 is a physiologically important repressor of Pol III transcription conserved in eukaryotes from yeast to mammals (Pluta et al., 2001; Upadhya et al., 2002). MAF1 is repressed by TOR signaling (Huber et al., 2009; Lee et al., 2009; Wei et al., 2009; Wei and Zheng, 2009; Michels et al., 2010) and acts by binding to Pol III on and off its target genes, resulting in decreased Pol III occupancy and transcription (Desai et al., 2005; Reina et al., 2006; Vannini et al., 2010; Orioli et al., 2016; Bonhoure et al., 2020). In yeast, MAF1 is activated to repress Pol III transcription in response to diverse stressors such as nutrient limitation, DNA damage, or secretory pathway defects, and its deletion greatly attenuates or blocks transcriptional repression. It is, however, largely derepressed in rich media (Upadhya et al., 2002). In mammalian cells, MAF1 represses Pol III transcription not only under stress conditions such as rapamycin treatment but also under optimal growth conditions, albeit to a lesser extent (Reina et al., 2006; Orioli et al., 2016). Indeed, the livers of *Maf1* ^*−/−*^ mice display higher Pol III occupancy of Pol III genes in both fasted and refed states and the levels of short-lived precursor tRNAs, which reflect transcription activity, are elevated in multiple tissues (Bonhoure et al., 2020). Mammalian MAF1 thus keeps Pol III transcription in check under many different conditions.

Decreased MAF1 levels have been linked to metabolic disturbances in several systems. In *Drosophila melanogaster* and *Caenorhabditis elegans*, MAF1 reduction by RNAi resulted in increased tRNA production, translation, body size, and fat accumulation (Rideout et al., 2012; Khanna et al., 2014; Hammerquist et al., 2021). Similarly, lowered MAF1 levels were associated with increased lipid accumulation in mouse hepatoma cells (Palian et al., 2014), and increased insulin-like signaling in *D. melanogaster* (Rideout et al., 2012). In the fly, the effects could be mimicked by overproduction of the initiator tRNA^Met^ or by *Maf1* knockdown in just the fat body, the main larval endocrine organ, suggesting that increased translation of certain mRNAs in the fat body signaled increased expression of brain-derived insulin-like peptides and thus increased insulin signaling (Rideout et al., 2012). In the worm, MAF1 reduction affected expression of vitellogenin genes as well as Pol II genes involved in lipid biosynthesis through an undefined mechanism (Khanna et al., 2014), and in a mouse hepatocyte cell line, MAF1 was shown to negatively regulate Fasn and Acc expression, in the first case through a 178 base pair promoter region (Palian et al., 2014), consistent with a previous observation that MAF1 binds to and represses certain Pol II promoters (Johnson et al., 2007).

In contrast, *Maf1* whole-body knockout (*Maf1* ^*−/−*^) mice under a Chow or a High Fat (HF) diet were lighter, with substantially less fat than control mice even though they display higher lipogenesis (Bonhoure et al., 2015). This results from various metabolic inefficiencies, particularly increased transcription of tRNA genes resulting in increased levels of precursor, but not mature, tRNAs. This, together with metabolomics analyses pointing to elevated nucleotide synthesis and RNA turnover (Willis et al., 2018), pinpointed futile pre-tRNA synthesis and degradation as an important driver of the wasteful use of metabolic energy. *Maf1* ^*−/−*^ mice also displayed a slight reduction of overall translation in the liver (Bonhoure et al., 2020). Thus, in several systems, MAF1 is linked to lipid metabolism through effects on Pol III transcription, Pol II transcription, or both.

The liver is a metabolic organ with vital roles in handling and (re)distribution of metabolites involved in the generation of cellular energy. To explore further the role of MAF1 in mouse metabolism, we have analyzed Chow- or HF-fed mice lacking *Maf1* specifically in hepatocytes (*Maf1* ^*hep−/−*^ mice) and compared them with Chow-fed *Maf1* ^*−/−*^ mice. Unlike *Maf1* ^*−/−*^ mice, *Maf1* ^*hep−/−*^ mice are heavier and fattier than control (Ctrl) mice and their livers show protein accumulation changes consistent with increased lipogenesis. Common changes occurring in all three cohorts are suggestive of an alteration in Growth Hormone (GH) levels or release pattern, and a decrease in Angiogenin that likely results directly from increased Pol III transcription. The data also reveal substantial systemic effects on liver mRNA and metabolism in *Maf1* ^*−/−*^ mice, reflecting the importance of MAF1 function in whole-body metabolic economy and underscoring how a molecular change can have very different outcomes when present in a single cell type (hepatocytes) or within all cell types of an entire organism.

## 2 Materials and methods

### 2.1 Animals

We generated *Maf1* ^*hep−/−*^ mice by crossing C57BL/6J homozygous mice with loxP sites in intron 1 and exon 8 of the *Maf1* gene (Bonhoure et al., 2015) with C57BL/6J mice heterozygous for an *Alb-Cre* transgene expressing *Cre* recombinase from the *Albumin* promoter (Jax strain #:003574) (Postic et al., 1999). F1 mice were crossed, after which homozygous floxed females were crossed with homozygous floxed males hemizygous for the *Alb-Cre* transgene. Thus, mothers did not carry the *Maf1* deletion, eliminating the possibility of any effect on fetal development and pup nurturing. F2 mice were viable and fertile, showing a Mendelian ratio for sex and *Alb-Cre* transgene transmission (Supplementary Table S10). Experimental animals were homozygous for the floxed *Maf1* allele and either lacked (Ctrl mice), or were hemizygous for (*Maf1* *^hep−/−^* mice), the *Alb-Cre* transgene. In some of the experiments in Figure 1, Ctrl mice were heterozygous for the floxed *Maf1* allele. *Maf1* ^*−/−*^ mice and PCR genotyping have been described previously (Bonhoure et al., 2015).

All protocols were approved by the Veterinary Office of the Canton of Vaud. Male mice were fed either a Chow diet (Kliba Nafag diet #3436) or a High Fat diet (60% of calories coming from lard–BioServ diet #F3282) from 4 to 5 weeks of age. Animals were housed under 12 h light/dark conditions, at a constant temperature of 22°C and fed *ad-libitum* with free access to water. Animals were weighed at the same time of day for long-term experiments. Body composition (measured by EchoMRI) and length from nose to anus were measured on Isoflurane-anesthetized animals.

### 2.2 Serum parameters measurements

Serum parameters were measured on a Roche Cobas C111 automatic analyzer with proprietary Roche Glucose, ALT, AST, LDH, TG and cholesterol kits, and a Fujifilm-Wako NEFA (FFA) kit. Insulinemia was assessed with a Mouse Insulin ELISA kit (Mercodia 10-1247-01). For the HF-fed cohort only, fasting glycemia was assessed with a Roche Breeze2 glucometer directly on blood samples–obtained by tail vein incision.

### 2.3 Oil Red O histology

Liver samples were frozen in OCT cryo-embedding medium for Oil Red O staining. Lipid droplets were counted with the Analyze particles function of ImageJ on four images per mouse.

### 2.4 Hepatic lipids

Hepatic lipids were extracted by a modified Folch method with beads and methyl-*tert*-butyl ether (Abbott et al., 2013) with the following changes: ∼50 mg of liver were homogenized in 462 µL of methanol, incubated for an hour at room temperature, and mixed with 385 µL of ultrapure water. The sample was dried and resuspended in 300 µL of chloroform. A third of each extract was then mixed with 100 µL of chloroform/Triton-X100 5%, dried, and resuspended in 500 µL of ultrapure water. TG, FFA and total cholesterol content was then assessed with a Roche Cobas C111.

### 2.5 VLDL-TG release test

Mice were weighed in the morning and then fasted for 5 h to remove any TG-containing chylomicrons from the bloodstream. A tail blood sample (∼50 µL) was collected before retro-orbital IV injection of Tyloxapol (Triton, WR-1339) at 600 mg/kg mouse (10% in a 0.9% NaCl solution) under Isoflurane anesthesia, to block peripheral clearance of TG-containing lipoproteins. About 50 µL of blood/mouse was then harvested at 40, 80, 120 and 160 min after injection, and TG concentration was measured with a Roche Cobas C111 to determine rates of VLDL-TG release.

### 2.6 ChIPseq

ChIPseq and Pol III occupancy score calculations were as previously described (Bonhoure et al., 2014; Mange et al., 2017), except for the following changes: Reads were trimmed with TrimGalore v 0.6.4 and aligned to the mouse genome assembly Mm10 with STAR v 2.5.0a. Pol III gene regions were scored extended to 50 nucleotides on both 5′ and 3′ ends. The cutoff for unoccupied Pol III regions was calculated as previously described (Renaud et al., 2014).

Significantly differentially occupied Pol III genes were identified from the scores with lmFit of the Limma package by fitting a linear model on the selected samples. *p*-values calculated using eBayes were adjusted for multiple testing using the Benjamini and Hochberg correction.

### 2.7 RNAseq

RNAseq was as previously described (Bonhoure et al., 2020), except that samples for the HF-fed *Maf1* ^*hep−/−*^ cohort were loaded on two lanes of a HiSeq 4000 flow cell and sequenced at 150 cycles. Reads were trimmed and aligned as above. Transcripts were quantified with rsem v 1.3.068. The resulting count matrix was used for subsequent analysis in R, on the three cohorts independently; gene filtering was based on the rule of 1 count per M (cpm) in at least 1 sample, library size was scaled with TMM normalization (EdgeR package v 3.32.1) (Robinson et al., 2010) and log-transformation was done with the Limma voom function (Ritchie et al., 2015). Unwanted variation was removed with RUVr (RUVseq package v 1.24.0) (Risso et al., 2014). Statistically significant differentially expressed genes were identified from log-transformed, TMM-scaled values as above. *p*-values were calculated as above. RUVr-computed factors were added in the design matrix.

### 2.8 Metabolomics

Twenty-two week old male mice were sacrificed after an overnight fasting and 4 hours refeeding. The liver was rapidly collected and freeze-clamped in liquid nitrogen after removal of the gall bladder. Targeted absolute quantitative analysis of metabolites in central metabolism was performed by capillary electrophoresis-mass spectrometry using the C-SCOPE platform (Human Metabolome Technologies Inc.).

### 2.9 Proteomics

Samples were precipitated with cold acetone and digested with a modified iST method (Kulak et al., 2014). Briefly, benzonase was added in miST lysis buffer (1% Sodium deoxycholate, 100 mM Tris pH8.6, 10 mM DTT) to digest nucleic acids, reduced disulfides were alkylated, and samples were digested with Trypsin/LysC mix. Ethyl acetate 100%/1% TFA was then added to the digests, the aqueous phases were collected and desalted on a strong cation exchange (SCX) plate. Eluates were labelled with TMT-10 plex reagent, the TMT multiplex samples were desalted and fractionated into 24 fractions by off-gel focusing (Geiser et al., 2011). LC-MS/MS analyses of TMT fractions were carried out on a Fusion Tribrid Orbitrap mass spectrometer (Thermo Fisher) interfaced to an Ultimate 3000 RSLCnano HPLC system (Dionex). Peptides were separated on a reversed-phase custom packed C18 column (75 µm ID, 100 Å, Reprosil-Pur 1.9 µm particles, Dr. Maisch).

Data files were analyzed with MaxQuant 1.6.3.4 (Cox and Mann, 2008; Cox et al., 2011), using *Mus musculus* reference proteome database from UniProt (www.uniprot.org, 29.10.2017 version). Peptide and protein identifications were filtered at 1% FDR. MaxQuant tables were processed with Perseus software for normalization, statistical tests and GO annotation enrichment tests (Cox and Mann, 2012; Tyanova et al., 2016). PCA analysis and weight (45.3 g compared to a mean weight of 32.8 g) identified one mouse (HF-hCT6) as an outlier, which was thus excluded from the analysis. RNAseq and proteomics data were merged using gene symbols as key identifiers.

### 2.10 Capillary-based immunoassays

ACC, phosphorylated ACC, and FAS levels were quantified with the capillary-based immunoassay WES™ system (ProteinSimple) using the 66–440 kDa separation module (ProteinSimple SM-W008) according to the manufacturer’s instructions.

### 2.11 Puromycin experiments

Puromycin incorporation was performed as previously described (Bonhoure et al., 2020), on one cohort of Chow-fed 13–14 week-old *Maf1* ^*hep−/−*^ mice and Ctrl. Liver samples were either used for puromycin immunostaining as previously described (Bonhoure et al., 2020), or homogenized and protein content determined by capillary-based immunoassay as above with anti-puromycin antibodies.

### 2.12 Statistics

Normal distribution of each group of sampled data was assessed in R with the Shapiro-Wilk normality test. When two groups were compared, the equality of variance between them was determined with the F test. When data was determined as representing a normal distribution in the two groups with an equal variance between them, a Student’s t-test was performed. When the data had a non-normal distribution with an equal variance, a Mann-Whitney test was performed, except when the n for the smallest group was lower than 6 in which case a Student’s t-test was performed. When the data had either a normal or a non-normal distribution but with an unequal variance, a Welch *t*-test was performed.

When four groups were compared, the equality of variance of all groups was assessed by a Levene test. When data was determined as representing a normal distribution in all groups with an equal variance between them, a Two-Way ANOVA was performed, followed by Tukey-Kramer *post hoc* tests. When the data in one or more groups had a non-normal distribution with an equal variance, four pairwise Mann-Whitney tests were performed followed by a Bonferroni correction, except when the n for the smallest group was lower than 6 in which case Student t-tests were performed, followed by a Bonferroni correction. When the data had normal or non-normal distributions but with unequal variance between the groups, four pairwise Welch t-tests were performed followed by a Bonferroni correction.

None of our tested datasets were paired. *p*-values thresholds were as follow: <0.05 for significance and <0.15 for tendency.

As described above in the relevant Method sections, standard ChIPseq, RNAseq and Proteomics statistics procedures were used. As for the Metabolomics data, 251 out of 292 groups had a n ≥ 3 and could thus be tested for normality with the Shapiro-Wilk test. Out of these 251, only 12 groups (4.8%) could not be considered normally distributed. Out of the 128 comparisons on which equality of variance between groups could be tested, only 10 showed unequal variance (7.8%). We thus opted to use the Student’s t-test already used in the published data with the *Maf1* ^*−/−*^ mice (Willis et al., 2018) so as to be able to compare directly the *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ data.

## 3 Results

### 3.1 Generation of the *Maf1* ^*hep−/−*^ mice

We generated *Maf1* ^*hep−/−*^ mice by crossing mice with loxP sites flanking the protein coding exons of the *Maf1* gene (Bonhoure et al., 2015) with mice containing an *Alb-Cre* transgene (Postic et al., 1999) whose expression starts in the late fetal stage and marks hepatocyte differentiation (Weisend et al., 2009). Following *Alb-Cre* expression and LoxP-mediated recombination, *Maf1* ^*hep−/−*^ mice lack, specifically in hepatocytes, the same ∼1000 base pairs of genomic DNA as *Maf1* ^*−/−*^ mice (Supplementary Figure S1A). As expected, since hepatocytes constitute about 80% of liver cells, *Maf1* RNA was strongly reduced in liver (Supplementary Figure S1B). Healthspan and lifespan, which were increased in male and female *Maf1* ^*−/−*^ mice, respectively (Bonhoure et al., 2015), were unaffected in male *Maf1* ^*hep−/−*^ mice (Supplementary Figure S1C).

**FIGURE 1:**
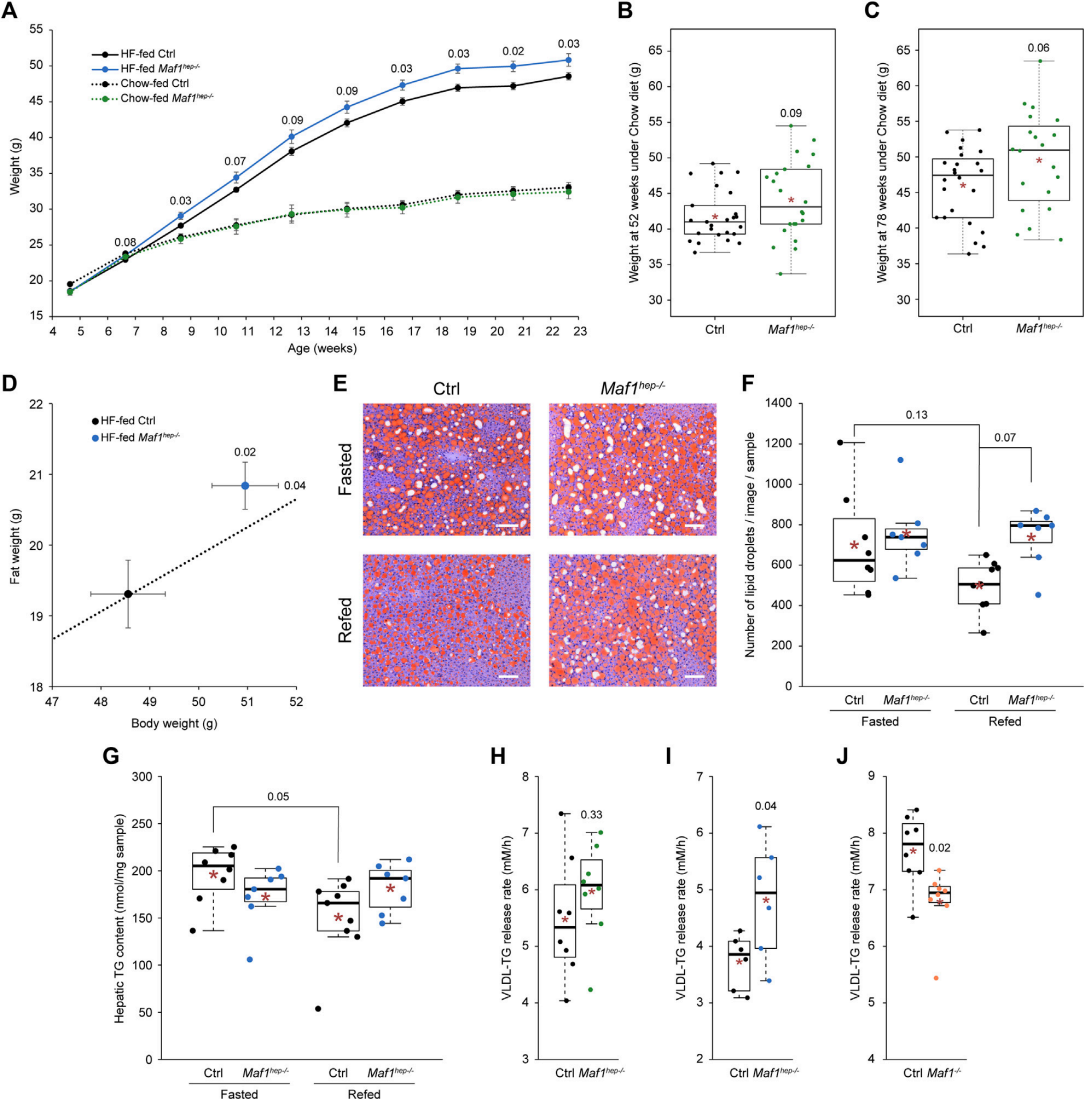
Weight and lipid metabolism in *Maf1* ^*hep−/−*^ mice. **(A)** Weight of Ctrl and *Maf1* ^*hep−/−*^ mice fed either a Chow (dotted black and green lines, respectively) or a HF (solid black and blue lines, respectively) diet. Chow-fed Ctrl *n* = 19 and *Maf1* ^*hep−/−*^ *n* = 9; HF-fed Ctrl *n* = 17 and *Maf1* ^*hep−/−*^ *n* = 14. Means +/- SEM are indicated. **(B, C)** Weight of Chow-fed Ctrl and *Maf1* ^*hep−/−*^ mice aged 52 weeks **(B)**, Ctrl *n* = 25 and *Maf1* ^*hep−/−*^ *n* = 22, and 78 weeks **(C)**, Ctrl *n* = 24 and *Maf1* ^*hep−/−*^ *n* = 20. **(D)** Whole body adiposity at 24 weeks of age in HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice. Dotted line: extrapolation of the mean ratio of Ctrl mice fat weight/body weight; the ratio in HF-fed *Maf1* ^*hep−/−*^ is higher than in Ctrl mice (*p*-value = 0.11). Ctrl *n* = 17 and *Maf1* ^*hep−/−*^ *n* = 14. **(E)** Neutral lipid Oil Red O staining of liver slices from fasted or refed 24 week-old HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice. White bars: 100 µm. **(F)** Lipid droplet quantification from four representative images as in **(E)** for each of seven to nine samples per genotype. Fasted Ctrl *n* = 8 and *Maf1* ^*hep−/−*^ *n* = 7; Refed Ctrl *n* = 9 and *Maf1* ^*hep−/−*^ *n* = 7. **(G)** Hepatic TG content in fasted or refed 24 week-old HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice. *n* values are identical as in **(F)**. **(H)** VLDL-TG release rate in 14–15 week-old Chow-fed Ctrl and *Maf1* ^*hep−/−*^ mice. *n* = 8 for each group. **(I)** VLDL-TG release rate in 14–15 week-old HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice. *n* = 6 for each group. **(J)** VLDL-TG release rate in 14 week-old Chow-fed Ctrl and *Maf1* ^*−/−*^ mice. *n* = 8 for each group. In **(B**, **C)** and **(F**–**J)**, the boxes encompass upper and lower quartile, the whiskers extend to 1.5 times the interquartile range of the box. Red star, mean; horizontal bar, median. Numbers inside figures correspond to *p*-values.

### 3.2 *Maf1* ^*hep−/−*^ mice are heavier than Ctrl mice

Chow-fed Ctrl and *Maf1* ^*hep−/−*^ mice exhibited similar body weights up until 24 weeks of age (Figure 1A). However, from 52 to 78 weeks of age, *Maf1* ^*hep−/−*^ mice tended to be heavier than Ctrl mice (Figures 1B, C). HF-fed *Maf1* ^*hep−/−*^ mice gained more weight than Ctrl mice from 7 weeks of age to become on average 2.5 g heavier by 23 weeks of age (Figure 1A). Fat weight was significantly increased at 24 weeks of age (Figure 1D), and fat percentage relative to total body weight tended to be higher (Figure 1D, Supplementary Figure S1D). In addition, these mice were slightly longer (Supplementary Table S1). Thus, unlike *Maf1* ^−/−^ mice, which were lighter and leaner than Ctrl, *Maf1* ^*hep−/−*^ mice were heavier and fattier especially when on a HF diet.

### 3.3 *Maf1* ^*hep−/−*^ mice display hepatic steatosis and an increased rate of VLDL-TG release

We assessed selected metabolic parameters (Alanine Transaminase (ALT), Aspartate Transaminase (AST), Lactate Dehydrogenase (LDH), triglycerides (TG), Free Fatty Acids (FFA) and total cholesterol) of 24-week old Chow- and HF-fed Ctrl and *Maf1* ^*hep*−/−^ mice after overnight fasting followed or not by 4 h refeeding (Supplementary Table S1). In Chow-fed mice, measured serum parameters were largely similar to Ctrl. The same was true in HF-fed mice except for i) a tendency to lower insulinemia in the fasted state when compared to Ctrl, and ii) no ALT, AST, and LDH decrease after refeeding.

To investigate further differences in lipid metabolism, we measured hepatic TG and FFA, and stained liver slices with Oil Red O to visualize lipid droplets. Chow-fed Ctrl and *Maf1* ^*hep−/−*^ mice displayed similar levels of lipid droplets, TG, and FFA; lipid droplet and TG content were in both cases higher in the fasted state (Supplementary Figures S1E, F), reflecting increased TG synthesis and increased production of very low density lipoprotein (VLDL) for release into the bloodstream and delivery to other organs (Saponaro et al., 2015). Similarly, FFA levels were higher in the fasted state (Supplementary Figure S1G), reflecting higher intake from the bloodstream. Thus, under Chow conditions, the regulation of neutral lipids appeared normal.

HF-fed Ctrl mice had again more lipid droplets (Figures 1E, F) and a higher hepatic TG content (Figure 1G) in fasted than in refed conditions, but in *Maf1* ^*hep−/−*^ mice, both values were high and not significantly different in fasted and refed conditions (Figures 1E–G). Although in the refed state of HF-fed *Maf1* ^*hep−/−*^ mice the liver TG content was not significantly higher than in Ctrl mice (Figure 1G), there was a tendency to increased lipid droplets (Figure 1F). This pattern mirrors that described above for ALT, AST, and LDH serum levels (Supplementary Table S1), consistent with the known correlation between the levels of circulating ALT and AST and hepatic steatosis (Deng et al., 2005; Ganbold et al., 2019). Hepatic FFA content was similar in Ctrl and *Maf1* ^*hep−/−*^ mice and decreased after refeeding, as expected (Supplementary Figure S1H), and hepatic cholesterol levels were similar in all cases (Supplementary Figure S1I).

The putative difference in liver fat content under refed conditions in Ctrl and *Maf1* ^*hep−/−*^ mice suggested an alteration of liver TG release in *Maf1* ^*hep−/−*^ mice. We performed VLDL-TG release rate tests on Chow- and HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice subjected to a mild 5-h fast during the day to deplete TG from sources (mostly chylomicrons) other than VLDL. VLDL-TG release was similar in 14–15 week-old *Maf1* ^*hep−/−*^ and Ctrl mice fed a Chow diet, but was significantly increased in *Maf1* ^*hep−/−*^ mice as compared to Ctrl mice fed a HF diet (Figures 1H, I). This was in contrast to 14 week-old Chow-fed *Maf1* ^*−/−*^ mice, which displayed a decreased VLDL release rate (Figure 1J). Thus, in HF-fed *Maf1* ^*hep−/−*^ mice, there is a tendency to increased liver droplets as compared to Ctrl under refed conditions, and clearly increased VLDL-TG release after mild fasting. This suggests impaired regulation of hepatic lipids in *Maf1* ^*hep−/−*^ mice with an increased flux of lipids through the liver involving increased release into the bloodstream (and delivery to other organs), consistent with the observed higher body weight and adiposity under challenging conditions such as HF diet or old age.

### 3.4 Increased Pol III occupancy in the absence of *Maf1*

In *Maf1* ^*−/−*^ mouse liver, Pol III occupancy was increased, and more so in the refed than in the fasted state (Bonhoure et al., 2020). Accordingly, we compared Pol III occupancy, as well as RNA and protein accumulation, in refed animals. We set up three cohorts of 13–14 week-old animals: Chow-fed *Maf1* ^*−/−*^ mice and both Chow- and HF-fed *Maf1* ^*hep−/−*^ mice, with Ctrl mice for each condition. Animals were weighed, fasted overnight, refed for 4 h, and sacrificed to provide samples for ChIPseq, RNAseq, and proteomic analyses (Supplementary Table S2). We first examined Pol III occupancy by ChIPseq using two to three replicates, each consisting of chromatin pools from two to three livers. We calculated Pol III occupancy for each cohort separately, considering the latest list of tRNA genes (GRCm38/mm10) (Chan and Lowe, 2016), as well as the genomic loci previously listed (Bonhoure et al., 2020). In each cohort, the mean and median scores were higher in mutant than in Ctrl mice (Figure 2A and Supplementary Table S3), as observed before in *Maf1* ^*−/−*^ mice under various conditions (Mange et al., 2017; Bonhoure et al., 2020).

**FIGURE 2:**
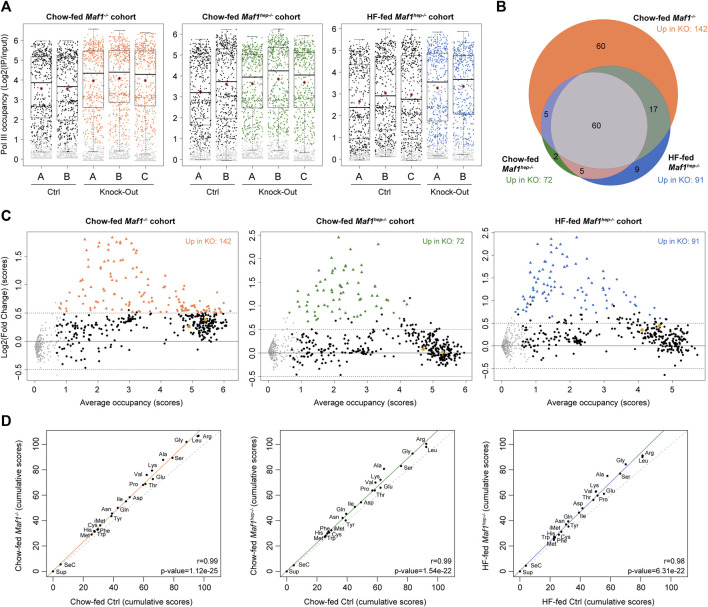
Higher Pol III occupancy in the absence of MAF1. **(A)** Boxplot representation of Pol III loci occupancy score distribution (Log2(IP/input)) for the indicated samples. Grey dots: loci with scores below the cut-off and thus considered unoccupied. The box encompasses upper and lower quartile, the whiskers extend to 1.5 times the interquartile range of the box. Red star, mean; horizontal bar, median. **(B)** Venn diagram (adapted from www.biovenn.nl) showing numbers of loci differentially occupied in the Chow-fed *Maf1* ^*−/−*^, Chow-fed *Maf1* ^*hep−/−*^, HF-fed *Maf1* ^*hep−/−*^ and their respective Ctrl cohorts. All scores were increased. Chow-fed *Maf1* ^*−/−*^: 142 loci, of which 132 tRNAs, 1 tRNA pseudogene, 4 SINEs, 1 non-annotated, Rny1 (Y1 RNA), 2 RnU6 (U6 snRNA), 1 Rn5s (5S RNA). Chow-fed *Maf1* ^*hep−/−*^: 72 loci of which 70 tRNAs, 1 tRNA pseudogene, 1 SINE. HF-fed *Maf1* ^*hep−/−*^: 91 loci of which 88 tRNAs, 1 tRNA pseudogene, 1 SINE, 1 non-annotated. **(C)** MvA plots showing average occupancy scores ((Ctrl scores + *Maf1* knockout score)/2) in the indicated cohorts on the *X*-axes and the log2(FC) on the *Y*-axes. Grey dots as in **(A)**; black dots, loci whose score did not change significantly; colored dots and triangles, loci whose scores changed significantly, with triangles indicating loci that changed in all three cohorts. Oversized gold dots; chr14_293_tRNATyr_GTA+ and chr14_294_tRNAPro_TGG+ tRNA genes. **(D)** Spearman rank correlations of Pol III occupancy cumulated scores for each tRNA isotype between Ctrl and *Maf1* deficient mice as indicated. The regression line is colored, the x = y line is dotted.

A Limma analysis (Ritchie et al., 2015) identified differentially occupied genes (Supplementary Table S3), of which all were upregulated and nearly all were tRNA genes (see Legend to Figure 2B). The *Maf1* ^*−/−*^ cohort had the highest number of differentially occupied loci (142) followed by the HF-fed and Chow-fed *Maf1* ^*hep*−/−^ cohorts (91 and 72, respectively) (Figure 2B). Sixty tRNA genes, representing 21% of 287 tRNA genes occupied in at least one condition in one cohort, and one tRNA pseudogene were more occupied in all three cohorts. These 60 tRNA genes encompassed all isotypes except for Glu, Tyr, Cys and SeCys.

MvA plots comparing Chow-fed *Maf1* ^*−/−*^, Chow-fed *Maf1* ^*hep−/−*^, and HF-fed *Maf1* ^*hep−/−*^ to their respective Ctrl mice revealed increased occupancy of loci with low to medium occupancy levels, and smaller effects, especially in the Chow-fed *Maf1* ^*hep−/−*^ cohort, on highly occupied loci (Figure 2C). Indeed, the 60 loci more highly occupied in all datasets all correspond to tRNA genes (and one pseudo-tRNA gene) with low Pol III occupancy in Ctrl samples. This type of differential effect, which we have observed, albeit less pronounced, in previous experiments (Orioli et al., 2016; Mange et al., 2017), suggests that highly occupied loci have less margin for increased Pol III occupancy before reaching occupancy saturation.

To determine whether the absence of MAF1 had differential effects on different isotypes and isoacceptors, we calculated cumulative scores for all occupied tRNA genes and plotted them first by isotypes (Supplementary Table S4). As observed previously (Bonhoure et al., 2020), there was a progressive score increase in *Maf1* ^*−/−*^ livers with higher cumulated scores showing higher increases (Figure 2D). The same phenomenon was observed with the Chow-fed and HF-fed *Maf1* ^*hep−/−*^ cohorts (Figure 2D). Interestingly, there was a very good correlation between the number of genes in one isotype and cumulative Pol III occupancy scores (Supplementary Figure S2A). The same was true when relating gene number to total Pol III occupancy fold change (Supplementary Figure S2B), although some isotypes with large numbers of genes, in particular Glu, Arg, Leu, Ala, and Val, were consistently relatively distant from the regression line. This indicates smaller (Glu, Arg, Leu) or larger (Ala, Val) changes than could be expected just from the number of genes, consistent with the wide variation of occupancy scores for individual genes. Cumulative occupancy scores by isoacceptors (Supplementary Table S4) were also increased in the absence of *Maf1* in all three cohorts (Supplementary Figures S3A–C), and similar correlations with i) cumulative scores as well as ii) magnitude of score change were observed.

### 3.5 The absence of *Maf1* has little effect on liver mRNA accumulation

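Maf1, the gene deleted in these mice, encodes the repressor of RNA polymerase III and lies on chromosome 15 of GRCm38 from 76351294 to 76354380. Its RNA was lower in every knockout liver than in every Ctrl liver of the same cohort. In the whole-body cohort it stood at 0.348 ± 0.384 CPM (SD, n = 5), the count scaled to the size of the library, in Chow-fed Maf1−/− mice and at 7.67 ± 1.59 CPM (SD, n = 7) in their Ctrl. In the hepatocyte-specific cohorts it was 3.26 ± 0.584 CPM (SD, n = 4) in Chow-fed Maf1hep−/− mice against 16.4 ± 1.69 CPM (SD, n = 4) in Ctrl, and 1.94 ± 0.207 CPM (SD, n = 4) in HF-fed Maf1hep−/− mice against 20.4 ± 3.43 CPM (SD, n = 5) in Ctrl. An exact permutation test of these levels (two-sided) gave p = 0.00126, 0.0286 and 0.00794, each the smallest p that the group sizes allow, so that no library went against its label. The libraries came from the livers of 29 male C57BL/6J mice aged 13 to 14 weeks, killed 4 h after refeeding. Maf1−/− mice lack the gene in all cells, and Maf1hep−/− mice lose both floxed copies in hepatocytes through a Cre recombinase driven by the albumin promoter, with floxed mice without Cre as Ctrl. The high-fat (HF) diet drew 60% of its calories from fat. The expected counts per mouse summed to 53987277 to 75682301 in Ctrl and 48658192 to 57345449 in Maf1−/− mice of the whole-body cohort. In the hepatocyte-specific cohort on chow they summed to 43564164 to 63217938 in Ctrl and 45954428 to 63756727 in Maf1hep−/− mice, and on the HF diet to 25544816 to 28591597 and 25978153 to 32319706. The authors trimmed the reads with TrimGalore 0.6.4, aligned them to mm10 with STAR 2.5.0a and estimated counts per gene with RSEM. They scaled these with TMM in edgeR 3.32.1 and tested each cohort independently with limma-voom, adding factors of unwanted variation from RUVr to the design. The deposited table holds the expected counts of 12992 genes before scaling. Here these were rounded to whole numbers, scaled with TMM and tested within each cohort with edgeR's quasi-likelihood test over genes with at least 1 CPM in at least 1 mouse, with p-values adjusted by Benjamini-Hochberg. The paper's text does not name the number of RUVr factors, so this test uses none, and counts obtained with RUVr factors estimated from the deposited counts stand beside it. A comparison with the part at hand of the paper's Table S5, made after the values were seen, points to 3 factors in the whole-body cohort.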

To assess mRNA accumulation, we collected liver RNA samples after refeeding (Supplementary Table S2) and subjected them to high throughput sequencing. A principal component analysis showed a good separation of Ctrl and *Maf1* ^*−/−*^ samples, but samples from both Chow- and HF-fed Ctrl and *Maf1* ^*hep−/−*^ mice were more intertwined (Supplementary Figure S4A). 

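Among the Chow-fed mice of the whole-body cohort, 22% of the variance of log2(CPM) over 12796 genes lay between Ctrl and Maf1−/− livers, against a median of 7.1% over the 792 ways of splitting the 12 mice (exact permutation test, one-sided, p = 0.048). Between Ctrl and Maf1hep−/− livers it was 11.5% on chow (35 splits, exact permutation p = 0.857, median 12.9%) and 17% on the HF diet (126 splits, exact permutation p = 0.143, median 11.8%). The first principal component held 51.2% of the variance of the whole-body cohort and placed Maf1−/− mice at a mean score of 24.6 and Ctrl mice at −17.6 (exact permutation test, two-sided, p = 0.0492). Ctrl mouse 2, at 50.6, lay on the Maf1−/− side of this component, and Maf1−/− mouse 2, at −17.2, on the Ctrl side. No RUVr factor was removed from these values, whereas the paper's methods remove unwanted variation with RUVr. The paper's principal components may therefore rest on other values. In the hepatocyte-specific cohorts the first component held 33% and 31.7% and did not follow genotype (exact permutation p = 0.943 and 0.865), whereas the second component of the HF cohort, with 20.3%, placed Maf1hep−/− mice at a mean of 15.4 and Ctrl mice at −12.3 (exact permutation p = 0.0159). The genes behind the first component of the whole-body cohort followed GC content, with a Spearman rho of −0.726 between loading and GC content across genes, which are not independent replicates. Markers of Kupffer cells, endothelial cells, stellate cells, cholangiocytes and lymphocytes had median loadings within the range of random gene lists (permutation p = 0.0555 to 0.954). The difference between Ctrl and Maf1−/− mice passed the test without Ctrl mouse 2 or without Maf1−/− mouse 2, and no longer passed without any of the other 10 mice (exact permutation p = 0.0563 to 0.109). In the HF cohort, 23.3% lay between genotypes without Maf1hep−/− mouse 2 (exact permutation p = 0.0179).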

We determined differential expression for each cohort with the R package Limma, and used cutoffs on both adjusted *p*-values (<0.05) and fold change (|log2(FC)|>1) to select candidates for examination (Supplementary Table S5).

We previously reported RNAseq results for the Chow-fed *Maf1* ^*−/−*^ mice using less stringent cutoffs (Bonhoure et al., 2020). 

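In Chow-fed Maf1−/− livers, Gm35339 rose and Maf1 fell beyond both cutoffs. Gm35339, on chromosome 15 from 76354432 to 76365201, starts 52 bp past the end of Maf1 and stood at 32.2 ± 6.7 CPM (SD, n = 5) in Maf1−/− mice and 0.72 ± 0.217 CPM (SD, n = 7) in Ctrl, a log2(FC) of 5.48 (SE 0.217, adjusted p-value = 5.57e-09 from edgeR). Maf1 had a log2(FC) of −4.47 (SE 0.506, adjusted p-value = 0.00267). The Mup genes, which encode the major urinary proteins that bind pheromones, fell as a list, with 17 of 19 members lower and a median log2(FC) of −0.60 (adjusted p-value = 0.0289 from camera with a preset correlation, and adjusted p-value = 0.998 with an estimated correlation). Among them, 0 passed edgeR's test over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. Since the study named Mup genes from the proteins of these mice, this list is not independent evidence. Of 23 genes of lipid droplets and VLDL, a list that also holds genes the study named from these mice, 6 were lower when adjusted over the list alone and 0 over all genes tested, 11 having an unadjusted p under 0.05 (adjusted p-value of the list = 0.082). They were Cidec, which enlarges lipid droplets (log2(FC) −1.21, SE 0.31, adjusted p-value = 0.0182 over the list), the perilipins Plin5 (−0.70) and Plin3 (−0.44), the lipases Lipe (−0.88) and Pnpla2 (−0.70), and Cideb (−0.44). Among 18 immediate early and heat shock genes, 5 were lower and 1 higher when adjusted over the list alone and 0 over all genes tested, including the transcription factor Junb (−2.29) and the phosphatase Dusp1 (−0.83, adjusted p-value = 0.00969 over the list). Among 24 genes of the amino acid stress response, 4 were lower and 1 higher when adjusted over the list alone and 0 over all genes tested, including the stress-induced hormone Gdf15 (−1.83) and the transcription factor Atf5 (−1.23). The insulin receptor substrate Irs2 (−1.22), the clock genes Npas2 (−0.88) and Nfil3 (−0.82) and the stellate cell marker Ngfr (−0.72) were lower when adjusted over their lists alone. In this cohort 26.3% of all genes tested had an unadjusted p under 0.05 in edgeR. Members can therefore pass within a list without a change particular to it, and these adjustments were not corrected over the 28 lists. Of the 27 lists other than Mup, 0 passed camera's test, with adjusted p-values from 0.0522 for interferon response genes to 0.998. The cutoffs were passed by 2 of 12796 mRNAs in edgeR, 1 higher and 1 lower, while 3359 had an unadjusted p under 0.05. DESeq2 called 71, with 20 higher and 51 lower, and limma-voom called 2 without RUVr factors, 206 (50 higher, 156 lower) with 1 factor and 216 (54 higher, 162 lower) with 3. The genes called lower with 3 factors had a median GC content of 57.5% and those called higher 46%, against 49% of all genes tested. By the rule for named genes applied to the fit with 3 factors after its values were seen, 8 of its calls had genotypes that did not overlap, Maf1 and Gm35339 among them. These included Noct, the rhythmic phosphatase nocturnin, at 13.5 ± 3.87 CPM (SD, n = 5) against 5.96 ± 1.44 CPM (SD, n = 7) in Ctrl (log2(FC) 1.18, SE 0.155, adjusted p-value = 0.000172 from limma), the collagen lysyl hydroxylase Plod2 (1.03, SE 0.186, adjusted p-value = 0.00111), the mitochondrial carrier Slc25a30 (−1.41, SE 0.274, adjusted p-value = 0.00178) and the phosphocholine phosphatase Phospho1 (−1.40, SE 0.17, adjusted p-value = 0.000103). In edgeR without factors, Noct had an adjusted p-value of 0.116, and Plod2, Slc25a30 and Phospho1 had 0.152 each. Among 100 splits of the mice, 6, the real one included, gave at least the real 216 calls with 3 factors, so chance could not be excluded. Without Ctrl mouse 2, edgeR called 344 mRNAs, 66 higher and 278 lower, and without Maf1−/− mouse 4 it called 5. The Mup list no longer passed without Ctrl mouse 2, Maf1−/− mouse 1 or Maf1−/− mouse 4 (adjusted p-values 0.175, 0.0806 and 0.141) or with 1 RUVr factor (0.187).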

The present analysis of the same data identified 330 differentially expressed mRNAs (out of 12992 sequenced), with the large majority (272) being, as before, decreased (Supplementary Table S5, Figure 3). Strikingly, the Chow or HF-fed *Maf1* ^*hep−/−*^ cohorts revealed no changing RNAs except for *Maf1* and *Gm35339* (Figure 3 and Supplementary Table S5), the locus downstream of *Maf1* whose predicted WD40 repeat protein was undetectable (see below) and whose RNA upregulation does not seem to contribute to the *Maf1* ^*−/−*^ mouse phenotype (Bonhoure et al., 2015). Moreover, the slight decrease in TOP mRNAs reported previously in *Maf1* ^*−/−*^ mice was virtually absent in the two other cohorts (Figure 3 and Supplementary Figure S4B). 

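In Chow-fed Maf1hep−/− livers, Gm35339 stood at 41.1 ± 7.26 CPM (SD, n = 4) against 0.399 ± 0.289 CPM (SD, n = 4) in Ctrl, a log2(FC) of 6.65 (SE 0.362, adjusted p-value = 0.000106 from edgeR), and Maf1 had a log2(FC) of −2.33 (SE 0.143, adjusted p-value = 0.000165). In HF-fed Maf1hep−/− livers, Gm35339 stood at 61.7 ± 4.65 CPM (SD, n = 4) against 0.259 ± 0.207 CPM (SD, n = 5), a log2(FC) of 7.86 (SE 0.276, adjusted p-value = 1.31e-07), and Maf1 had a log2(FC) of −3.40 (SE 0.163, adjusted p-value = 1.91e-06). Apart from these, edgeR called 0 of 12570 mRNAs on chow and 0 of 12378 on the HF diet, where 301 and 748 had an unadjusted p under 0.05. DESeq2 called 2 on chow and 30 on the HF diet, and limma-voom with 3 RUVr factors called 3 and 41. Camera called 6 gene lists on chow, and most other splits of these mice gave at least as many. The Kupffer cell and macrophage markers rose (14 of 16 higher, median log2(FC) 0.16, adjusted p-value = 0.00209 from camera), as did the lymphocyte markers (5 of 5 higher, 0.34, adjusted p-value = 0.0321) and the interferon response genes (21 of 26 higher, 0.17, adjusted p-value = 0.00451), while the genes of the urea cycle and one-carbon metabolism fell (18 of 25 lower, −0.13, adjusted p-value = 0.0197). Each had adjusted p-value = 0.988 with an estimated correlation, and 0 members passed over all genes or adjusted over the list alone in edgeR, with 1 interferon response gene and 0 of the others at an unadjusted p under 0.05. Calls of these lists ended without Ctrl mouse 1 (lymphocytes, adjusted p-value 0.177), 2 (urea cycle 0.0799, interferon 0.129, lymphocytes 0.0799), 3 (urea cycle 0.361, Kupffer cells 0.223) or 4 (interferon 0.3), and without Maf1hep−/− mouse 1 (interferon 0.147, Kupffer cells 0.0916, lymphocytes 0.397), 2 (urea cycle 0.211, interferon 0.448, Kupffer cells 0.141) or 4 (urea cycle 0.103), and the lymphocyte call ended with 1 RUVr factor (0.0581). In the HF cohort, with the replicate number as a block, edgeR called 29 mRNAs, 17 higher and 12 lower. This block treats mice of the same number as pairs, which was inferred from the values, whereas the paper states that none of its tested datasets were paired. Ctrl mouse 5, which has no partner, drops out of the comparison with the block, so the rise cannot be put down to the pairing alone. By the rule for named genes, applied to this fit after its values were seen, they included H2-Q1, a class I histocompatibility gene (log2(FC) 2.75, SE 0.291, adjusted p-value = 0.0137), and Adh6-ps1, an alcohol dehydrogenase pseudogene that may share reads with its paralogs (−1.09, adjusted p-value = 0.0278). Scd1, the desaturase that makes oleate, had a log2(FC) of 2.11 without the block (SE 0.664, adjusted p-value = 0.667) and 2.79 with it (adjusted p-value = 0.0222). Markers of erythroid cells were higher in the same HF-fed livers (5 of 5, median log2(FC) 1.49, adjusted p-value = 0.00221 from camera, and adjusted p-value = 0.371 with an estimated correlation). In edgeR 0 of them passed over all genes tested or adjusted over the list alone, and 5 were higher when adjusted over the list alone with the block. Without Ctrl mouse 5, Maf1hep−/− mouse 1 or Maf1hep−/− mouse 2 the count of 2 mRNAs in the HF cohort became 8, 5 and 11, and without Maf1hep−/− mouse 2 the erythroid list no longer passed (adjusted p-value 0.0581).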

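TOP mRNAs, which encode ribosomal proteins and translation factors and carry a 5′ terminal oligopyrimidine tract, had 57 of 96 members lower in Chow-fed Maf1−/− livers, with a median log2(FC) of −0.11 (adjusted p-value = 0.199 from camera). In Chow-fed Maf1hep−/− livers they fell as a list, with 93 of 96 lower and a median of −0.16 (adjusted p-value = 2.89e-18, and adjusted p-value = 0.988 with an estimated correlation). In HF-fed Maf1hep−/− livers 50 of 93 were lower and the median was −0.015 (adjusted p-value = 0.569). In edgeR, 0 TOP mRNAs passed over all genes or adjusted over the list alone in any cohort, and 28, 7 and 9 had an unadjusted p under 0.05. Markers of Kupffer cells and lymphocytes were also called by camera in the same Chow-fed Maf1hep−/− livers, though not with an estimated correlation. The list passed in the whole-body cohort without Maf1−/− mouse 5 (median −0.20, adjusted p-value = 0.00785). In the HF cohort it passed without Maf1hep−/− mouse 4 (−0.068, adjusted p-value = 0.0363), and its median was above 0 without Ctrl mouse 4 (0.013), Maf1hep−/− mouse 1 (0.020) or Maf1hep−/− mouse 3 (0.00029).

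**Figure D1:**
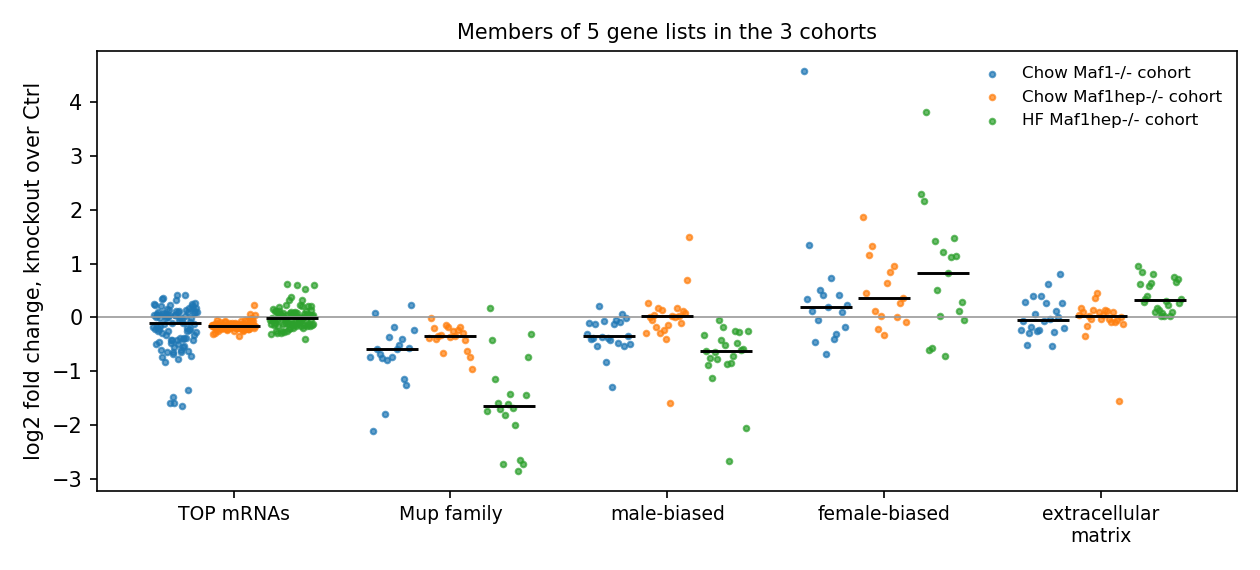
Log2(FC) of knockout over Ctrl (vertical axis) of the measured members of 5 gene lists (horizontal axis: TOP mRNAs, Mup family, male-biased and female-biased growth hormone-dependent genes, fibrosis and extracellular matrix) in the 3 cohorts. Each point is a gene and each black line the median of a list. The TOP medians lie at −0.11, −0.16 and −0.015, and the Mup medians below 0 in each cohort.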

With much less stringent cutoffs (adjusted *p*-value <0.1 and fold change |log2(FC)|>0.5), only two additional differences were found (*Sclo1a1* and *Cdkn1c*), in the HF-fed *Maf1* ^*hep−/−*^ cohort. These results are in line with our previous suggestion that MAF1 does not act by directly impacting Pol II transcription (Bonhoure et al., 2015; Orioli et al., 2016). 

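At these cutoffs, 5 mRNAs besides Maf1 and Gm35339 passed in HF-fed Maf1hep−/− livers. Among them, the metallothioneins Mt2 and Mt1, which bind zinc and copper, rose with a log2(FC) of 3.43 (SE 0.46, adjusted p-value = 0.0511 from edgeR) and 3.17 (SE 0.49, adjusted p-value = 0.0784), Mt1 standing at 18.2 ± 12 CPM (SD, n = 4) against 2.01 ± 0.882 CPM (SD, n = 5) in Ctrl. Plin4, a perilipin of lipid droplets, rose with a log2(FC) of 1.92 (SE 0.293, adjusted p-value = 0.0784), and Gm15638, a predicted gene, fell with a log2(FC) of −0.96 (SE 0.146, adjusted p-value = 0.0784). Slco1a1, an organic anion transporter that is higher in male livers, stood at 549 ± 95.4 CPM (SD, n = 4) against 935 ± 189 CPM (SD, n = 5), a log2(FC) of −0.77 (SE 0.178, adjusted p-value = 0.44). Cdkn1c, which encodes the cyclin-dependent kinase inhibitor p57, stood at 2.16 ± 0.199 CPM (SD, n = 4) against 1.08 ± 0.23 CPM (SD, n = 5), a log2(FC) of 0.99 (SE 0.194, adjusted p-value = 0.261). With the replicate number as a block, Slco1a1 (−0.89, adjusted p-value = 0.0193) and Cdkn1c (1.13, adjusted p-value = 0.0698) passed these cutoffs among 94 mRNAs. With the block, Mt2 (3.83, adjusted p-value = 0.0178), Mt1 (3.18, adjusted p-value = 0.00793), Plin4 (2.12, adjusted p-value = 0.00793) and Gm15638 (−0.96, adjusted p-value = 0.00793) also passed an adjusted p-value of 0.05. DESeq2 called 58 mRNAs, both genes among them (adjusted p-values 0.00752 and 0.0159), as did limma-voom with 3 RUVr factors with 225 (0.00566 and 0.0305). In the whole-body cohort, edgeR called Mettl7b, an alkyl thiol methyltransferase on chromosome 10 from 128958274 to 128960988, at 301 ± 33.4 CPM (SD, n = 5) against 488 ± 42 CPM (SD, n = 7), a log2(FC) of −0.70 (SE 0.106, adjusted p-value = 0.0512). Chow-fed Maf1hep−/− livers had no further mRNA past these cutoffs in edgeR or DESeq2, and 12 in all with 3 RUVr factors in limma-voom. The count of 7 in the HF cohort became 2 without Ctrl mouse 2, 3 or 4 or Maf1hep−/− mouse 4, 18 without Ctrl mouse 5 and 32 without Maf1hep−/− mouse 2. The count of 3 in the whole-body cohort became 2751 without Ctrl mouse 2, 2127 without Maf1−/− mouse 2 and 8 without Maf1−/− mouse 4. It fell to 2 in at least 1 other fit without 1 mouse. DESeq2 and limma-voom with 3 RUVr factors called 1106 and 1865.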

Rather, any effect on mRNA accumulation likely results from changes in Pol III transcription. Moreover, the variations in mRNA accumulation observed in the liver of *Maf1* ^*−/−*^ mice probably reflect systemic, indirect effects linked to the absence of MAF1 in the entire body and throughout the entire life of the mouse, including fetal development.

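The genotype effect on 3 mRNAs differed between HF-fed Maf1hep−/− and Chow-fed Maf1−/− livers in edgeR's test of the interaction of genotype with cohort over 12992 genes. Dmxl2, a regulator of the vacuolar proton pump, had a log2(FC) lower by 0.76 in the HF cohort (difference −0.76, SE 0.135, adjusted p-value = 0.042), Gm15638 had a difference of −1.20 (SE 0.218, adjusted p-value = 0.042) and Gm35339 of 2.42 (SE 0.447, adjusted p-value = 0.042). Between Chow-fed Maf1hep−/− and Chow-fed Maf1−/− livers, edgeR's test found 0 mRNAs with a different effect, 2045 having an unadjusted p under 0.05. The smallest p belonged to Mettl7b (difference 0.76, SE 0.15, adjusted p-value = 0.303). Between the diets in Maf1hep−/− livers it found 0, with 373 at an unadjusted p under 0.05, among them Mt2 (difference 7.06, SE 1.64, adjusted p-value = 0.748) and the fatty acid hydroxylase Cyp4a31 (−1.78, SE 0.4, adjusted p-value = 0.748). The difference in Mt2 rests in large part on a single Chow-fed mouse, as its log2(FC) in Chow-fed Maf1hep−/− livers was −3.61 in all mice and 0.71 without Ctrl mouse 1. The fit did not take account of replicate numbers. The HF libraries also differed from the Chow-fed ones in sequencing (150 cycles on 2 lanes) and depth. Across 11935 genes, which are not independent replicates, the log2(FC) of the whole-body cohort had a Spearman rho of 0.0032 with that of Chow-fed Maf1hep−/− livers and −0.0557 with that of HF-fed Maf1hep−/− livers, and the hepatocyte-specific cohorts had 0.0213 with each other, each within the range given by permuted genotype labels (permutation p = 0.971, 0.929 and 0.841, and adjusted p = 0.971 for each). The mRNAs called in Maf1−/− livers with 1 RUVr factor in limma-voom, a list chosen after its values were seen, were tested as a group in Maf1hep−/− livers. Of the 46 called higher and measured in the Chow-fed cohort, 15 were higher there (median log2(FC) −0.12, camera p = 0.0075, p = 0.0242 with an estimated correlation and p = 0.0623 in fry), and of the 154 called lower, 87 were lower (−0.046, camera p = 0.894). In the HF cohort, 13 of 21 called higher were higher (0.17, camera p = 0.0102, and p = 0.0963 with an estimated correlation) and 32 of 122 called lower were lower (0.15, camera p = 3.75e-05, and p = 0.317 with an estimated correlation). With the list from 3 RUVr factors, the group called higher had p = 0.0503 with an estimated correlation and p = 0.138 in fry on chow. On chow, the group called higher no longer passed without Ctrl mouse 1 (−0.076, with a camera p-value of 0.0684) or Maf1hep−/− mouse 4 (−0.092, 0.107), and the median of the group called lower was above 0 without Ctrl mouse 3 (0.019) or Maf1hep−/− mouse 3 (0.020). On the HF diet, the group called higher no longer passed without Ctrl mouse 1 (0.15, with a camera p-value of 0.08) or Maf1hep−/− mouse 1 (0.18, 0.0568), nor the group called lower without Ctrl mouse 5 (0.067, 0.262). The 3 mRNAs of the first interaction became 2393 without Ctrl mouse 2 and 780 without Maf1−/− mouse 2 of the whole-body cohort, 7 without Maf1hep−/− mouse 2 on the HF diet, and 1 without Ctrl mouse 5 of the whole-body cohort or Maf1hep−/− mouse 3 on the HF diet. The 0 mRNAs of the second became 1582 without Ctrl mouse 2, 314 without Maf1−/− mouse 2 and 1 without Maf1−/− mouse 3. The first count became 0 without Ctrl mouse 1, 3, 4, 6 or 7 or Maf1−/− mouse 3 or 5 of that cohort, without Maf1hep−/− mouse 2, 3 or 4 on chow, and without Ctrl mouse 2, 3, 4 or 5 or Maf1hep−/− mouse 1 or 4 on the HF diet. From the near absence of changes in Maf1hep−/− livers, the paper proposes that the changes of mRNA in Maf1−/− livers reflect systemic, indirect effects of the lack of MAF1 in the whole body and throughout life.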

**FIGURE 3:**
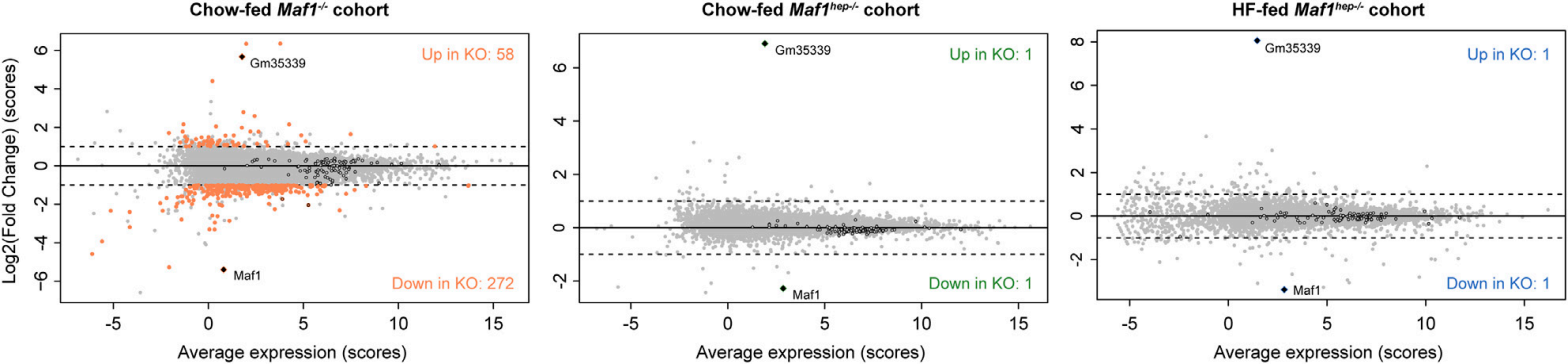
MAF1 absence has little effect on accumulation of mRNAs. MvA plots showing average mRNA accumulation scores ((Ctrl scores + *Maf1* knockout score)/2) in the indicated cohorts on the *X*-axes and the log2(FC) on the *Y*-axes. Grey dots: mRNAs that do not change significantly; colored dots: mRNAs showing significant changes; black circles: TOP mRNAs. Diamonds: Maf1 and Gm35339 RNAs.

### 3.6 Metabolic changes in the liver are dampened in *Maf1* ^*hep−/−*^ mice

The concept that futile tRNA synthesis and turnover underlies the metabolic inefficiency and lean phenotype of *Maf1* ^*−/−*^ mice implies that metabolic reprograming in these animals is a cell intrinsic property; it is expected to occur in all tissues given the ubiquitous expression of tRNA genes and MAF1 (Bonhoure et al., 2015; Willis et al., 2018). To examine this, we profiled metabolites in central metabolic pathways of Chow-refed *Maf1* ^*hep−/−*^ mice using the same quantitative platform employed to investigate liver metabolism in refed *Maf1* ^*−/−*^ mice. A comparative analysis revealed far fewer metabolites with significant changes in *Maf1* ^*hep−/−*^ *versus Maf1* ^*−/−*^ mice (7 *versus* 43 metabolites, Supplementary Table S6). However, twenty additional metabolites showed a trend towards differential abundance at a relaxed stringency (*p*-value < 0.1), with most showing fold changes smaller but in the same direction as in *Maf1* ^*−/−*^ mice, pointing to effects on the same pathways. For example, amino acids and related metabolites were generally elevated, as was urea, consistent with *Maf1* ^*−/−*^ mice where increased autophagy and amino acid deamination (needed for carbon skeleton entry into the TCA cycle) support their increased energy demand. Other shared changes involve altered cellular methylation potential (decreased SAM/SAH ratio) and effects on choline demethylation (betaine, dimethylglycine and sarcosine) and polyamine (putrescine and spermidine) pathways. Thus, the observations that i) the metabolites affected in *Maf1* ^*hep−/−*^ mice are largely a subset of the ones changed in *Maf1* ^*−/−*^ mice and ii) the changes are in the same direction in both genotypes support the idea that deletion of *Maf1* has a cell autonomous effect on metabolism. In addition, however, the higher number of metabolites affected and the larger magnitude of changes in *Maf1* ^*−/−*^ mice reveal a large systemic contribution of *Maf1* loss in the whole animal on metabolism in the liver.

### 3.7 Differences in protein accumulation in *Maf1* mutant mice

Protein extracts were analyzed by mass-spectrometry using tandem mass tags and four or five biological replicates per condition (Supplementary Table S2). MAF1 was not detected in Ctrl mice, perhaps due to its low abundance and small size, nor was Uniprot A0A140LHH9, encoded by *Gm35339,* despite its predicted large size, unique sequence, and presence in the reference database. To focus on proteins likely to be synthesized endogenously in the liver and to compare variations at both RNA and protein levels, we selected proteins with a corresponding mRNA in the RNAseq data (6,360–6,544 proteins depending on the cohort) and computed differential accumulation. Cutoffs of adjusted *p*-values <0.05 and fold change (|log2(FC)|>0.5) showed no significant changes. To avoid loss of true positives (Pascovici et al., 2016), we used *p*-values (rather than adjusted *p*-values) <0.05 (Supplementary Table S7), revealing 9, 5, and 56-60 proteins differentially expressed in the *Maf1* ^*−/−*^, Chow-fed *Maf1* ^*hep−/−*^, and HF-fed *Maf1* ^*hep−/−*^ cohorts, respectively (see Figure 4A, squares). A gene ontology analysis of biological process terms for differentially expressed proteins in the HF-fed *Maf1* ^*hep−/−*^ mice identified prominently lipid and sterol metabolism, nuclear receptors and DNA replication (Supplementary Table S8). We focused on these mice to group proteins and mRNAs according to these and other processes, and expanded the analyses with the few changes observed in the *Maf1* ^*−/−*^ and Chow-fed *Maf1* ^*hep−/−*^ mice when relevant.

**FIGURE 4:**
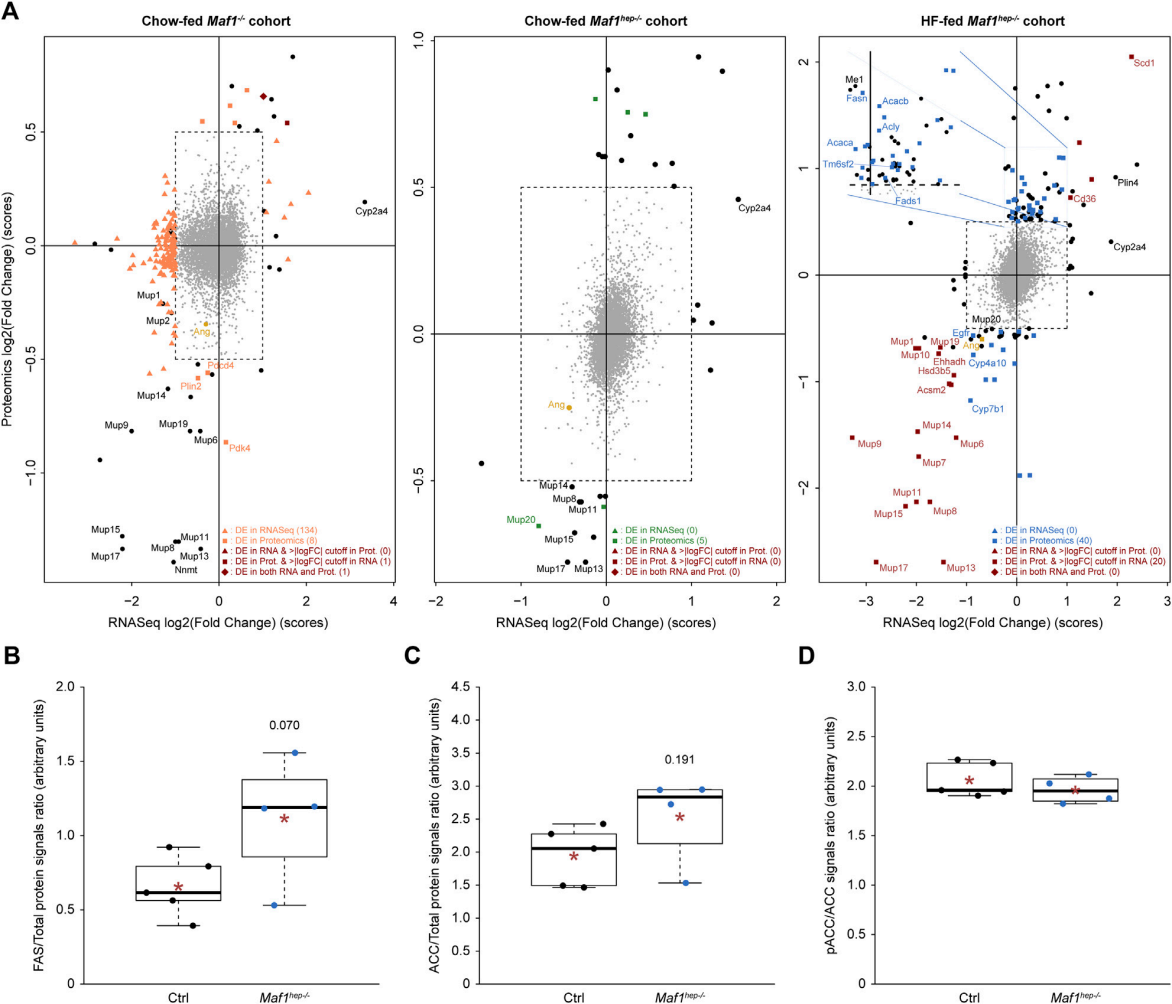
Differentially accumulated proteins and mRNA in the three cohorts. **(A)** The *x*-axis indicates mRNA accumulation log2(FC), the *y*-axis protein accumulation log2(FC). The central square delimits log2(FC) and *p*-values below cutoffs for both mRNA and protein. Orange (first panel), green (second panel) and blue (third panel) triangles: mRNAs passing cutoffs (adjusted *p*-values<0.05 and |log2(FC)|>1). Squares of the same colors: proteins passing cutoffs (*p*-values<0.05 and |log2(FC)|>0.5). Dark brown squares: factors passing the log2(FC) cutoff for both mRNA and protein but *p*-value cutoff only for proteins. Dark brown diamonds: factors passing both cutoffs for both mRNA and protein. There were no factors passing the log2(FC) cutoff for both mRNA and protein but the *p*-value cutoff only for mRNA. Black circles outside of the central dotted square: mRNAs or proteins passing only one or the two log2(FC) cutoffs, but no *p*-value cutoff. Numbers in parenthesis following the legends in the bottom right of each panel: number of factors satisfying the indicated conditions. For optimal presentation, Gm20547 and Gm20671, with the largest differential mRNA accumulation between Chow-fed *Maf1* ^*−/−*^ and Ctrl (log2(FC) = −6.591 and −4.583, respectively), and Ppp1r13b, with the largest differential protein accumulation between Chow-fed *Maf1* ^*hep−/−*^ and Ctrl (log2(FC) = 3.636), are not indicated in the relevant panels. Note also that the value attributed to MUP1 is that of the lower (MUP1/10) of the two MUP1-containing duplets (MUP1/10 and MUP1/15). **(B**–**D)** WES™ quantifications of FAS **(B)**, total ACC **(C)** and the inactive phosphoACC over total ACC **(D)** proteins in the HF-fed *Maf1* ^*hep−/−*^ cohort. Ctrl *n* = 5 and *Maf1* ^*hep−/−*^ *n* = 4. The boxes encompass upper and lower quartile, the whiskers extend to 1.5 times the interquartile range of the box. Red star, mean; horizontal bar, median. Numbers inside figures indicate *p*-values.

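Gm20547, a predicted gene on chromosome 17 from 34856412 to 34882042 that overlaps C2, Cfb and Zbtb12 and may share reads with them, was detected at 18.6 CPM in Ctrl mouse 1 and 8.11 CPM in Maf1−/− mouse 1 of the whole-body cohort, and at 2.305 CPM or less in the other 10 mice. Its log2(FC) was −0.96 (SE 1.71, adjusted p-value = 0.715 from edgeR; exact permutation test of the CPM, two-sided, p = 0.779). The value turned to 1.52 without Ctrl mouse 1, and without Maf1−/− mouse 1 the remaining Maf1−/− mice were at 0, which gives a fitted value of −10.5 that depends on the prior count. Gm20671, a predicted gene on chromosome 5 from 32737230 to 32827109 that overlaps Pisd and Prr14l, was found in Ctrl mouse 1 alone, at 3.61 CPM, and had a count of 0 in the other 11 mice. With a floor of 3 counts over the group, it was at least 46.4-fold lower in Maf1−/− than in Ctrl livers (log2 −5.53), a bound that covers counting error only and rests on that mouse (exact permutation p = 1). In the Chow-fed Maf1hep−/− cohort, Gm20547 stood at 10.1 ± 5.1 CPM (SD, n = 4) and 11.2 ± 10.1 CPM (SD, n = 4) in Maf1hep−/− and Ctrl mice, and Gm20671 at 3.08 ± 1.24 and 2.25 ± 1.49 CPM (exact permutation p = 0.886 and 0.4).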

#### 3.7.1 Proteins changes involving the synthesis, catabolism, export and storage of fatty acids

The lipid metabolism gene ontology terms (Supplementary Table S8) included mostly upregulated proteins (Figure 4A, third panel; Figure 5 and Supplementary Table S7), several of which are involved in important rate-limiting steps in fatty acid synthesis (Saponaro et al., 2015). Among these are: ATP citrate lyase (ACLY), Acetyl-CoA carboxylase (ACC1 and ACC2), fatty acid synthase (FAS), malic enzyme (with a log2(FC) of 1.02 but a *p*-value of 0.083), the fatty acid elongase ELOV5 (*p*-value of 0.028 but log2(FC) of 0.491), and fatty acid desaturases (SCD1 and FADS1). In addition, the Perilipin PLIN4 (log2(FC) of 0.918 but *p*-value of 0.054), seemed upregulated, consistent with the tendency to increased lipid droplets (see above Figures 1E, F) (Itabe et al., 2017; Sztalryd and Brasaemle, 2017). ACSM2, LBP (*Ehhadh* gene), and CYP4A10 were downregulated, perhaps contributing to a slight decrease in fatty acid catabolism.

**FIGURE 5:**
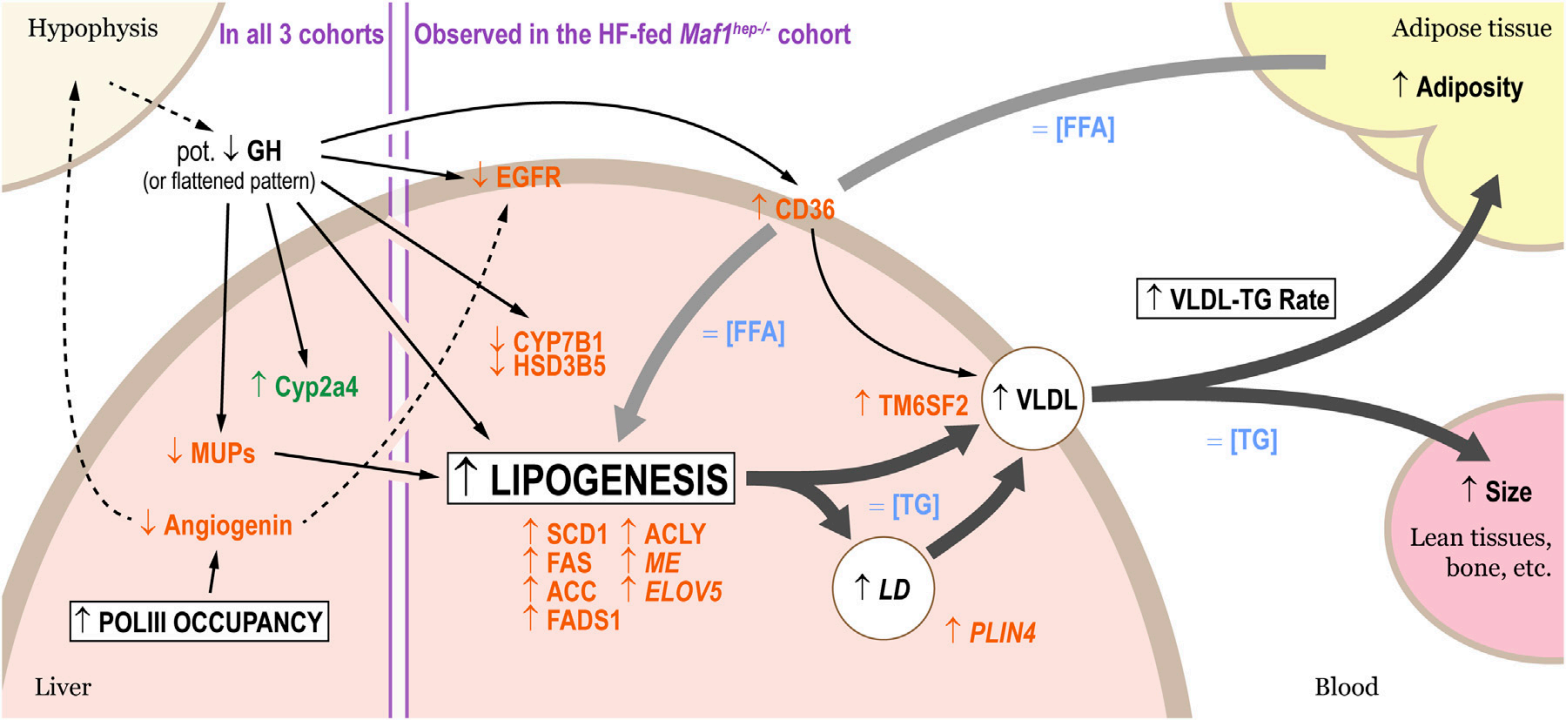
Altered lipid metabolism in HF-fed *Maf1* ^*hep−/−*^ mice. Four main processes are affected: Pol III occupancy, lipogenesis, accumulation of lipids in lipid droplets, and VLDL release rate. Proteins whose levels were altered are indicated in orange, mRNAs in green. Changes in serum factors or hepatic concentrations are indicated in blue. The broad arrows designate lipids fluxes (black: from the liver; grey: into the liver), the thin arrows known (solid lines) or hypothesized (dotted lines) regulation processes. Terms in italics indicate tendencies, and “Pot.” stands for “potential.”

To confirm upregulation of lipogenesis, we analyzed FAS and ACC1/2 in the HF-fed mice by capillary-based Western blot (WES™). Both FAS and ACC levels were modestly increased relative to Ctrl with *p*-values of 0.07 and 0.191, respectively [Figures 4B, C: note that in both cases, the very low outlier values for FAS and ACC in the *Maf1* ^*hep−/−*^ group originate from a single underweight mouse (Supplementary Table S2), without which the *p*-values would be 0.005 and 0.007, respectively]. The ratio of inactive serine 79-phosphorylated ACC to total ACC was similar in Ctrl and *Maf1* ^*hep−/−*^ mice (Figure 4D), indicating similar specific activity. These results indicate an overall higher rate of lipogenesis in the liver of HF-fed *Maf1* ^*hep−/−*^ mice, with higher production of mono- and polyunsaturated fatty acids. Importantly, we previously also observed higher levels of *de novo* lipogenesis in *Maf1* ^*−/−*^ mice by measuring D2O incorporation into liver triglyceride (Bonhoure et al., 2015).

Also upregulated were CD36 and TM6SF2 (Figure 4A). CD36 mediates fatty acid uptake (used for lipogenesis), functions as a metabolic sensor and, in the liver, is increased by a HF diet (He et al., 2011). Its total or hepatic-specific knockout lowers VLDL-secretion (Nassir et al., 2013; Wilson et al., 2016), whereas its hepatic-overexpression under a HF diet increases VLDL-secretion (Garbacz et al., 2016). TM6SF2, a transmembrane protein highly expressed in liver, promotes accumulation of neutral lipids in VLDL (Li et al., 2018). The over-accumulation of these two proteins is thus consistent with increased VLDL secretion and increased lipogenesis in HF-fed *Maf1* ^*hep−/−*^ mice (Figure 5).

In contrast to HF-fed *Maf1* ^*hep−/−*^ mice, only three proteins with important roles in metabolism were downregulated in the liver of Chow-fed *Maf1* ^*−/−*^ mice (Figure 4A, first panel, and Supplementary Table S7): PDK4, a pyruvate dehydrogenase inhibitory kinase (Park et al., 2018), whose reduction in *Maf1* ^*−/−*^ mice adds to the previously observed reduced phosphorylation of the pyruvate dehydrogenase E1a subunit that drives higher Acetyl-CoA production in line with the higher energetic demands of these mice (Bonhoure et al., 2015; Willis et al., 2018); Perilipin-2 (PLIN2), whose decreased levels on the surface of lipid droplets allows access to lipases (Sztalryd and Brasaemle, 2017), consistent with lower lipid droplet numbers and decreased TG storage in the liver of *Maf1* ^*−/−*^ mice (Bonhoure et al., 2015); and PDCD4, whose knockout in HF-fed mice diminishes hepatic steatosis and TG serum levels and promotes a lean phenotype (Wang et al., 2013), consistent with the lean phenotype and absence of hepatic steatosis in *Maf1* ^*−/−*^ mice. Decreased levels of PDK4, PLIN2, and PDCD4 are thus consistent with the phenotype of *Maf1* ^*−/−*^ mice (Bonhoure et al., 2015). Also consistent is the decrease of NNMT (*p*-value of 0.061), as previously reported (Bonhoure et al., 2015), whose deregulation is associated with obesity resistance through modulation of NAD+ levels (Kraus et al., 2014).

#### 3.7.2 Decreased Major Urinary Proteins

The 22 murine *Mup* genes are clustered on chromosome 4 and encode highly homologous Major Urinary Proteins (MUPs) (Zhou and Rui, 2010; Charkoftaki et al., 2019). Despite their high homology, the proteomics analysis unambiguously identified MUP2, 3, 7, 14, 20 and 21, and, in the HF-fed cohort, MUP19. Additional MUPs were identified by peptides specific to both MUP8 and 11, MUP13 and 17, MUP1 and 10, MUP1 and 15 in the three cohorts, MUP6 and 9 in the HF-fed cohort, and MUP6, 9 and 19 in the two Chow-fed cohorts. Thus, among the 56 to 60 proteins differentially expressed in the HF-fed *Maf1* ^*hep−/−*^ cohort, 8 to 12 MUPs (MUP7, 14, 19, MUP1/10, MUP1/15, MUP6/9, MUP8/11 and MUP13/17) were downregulated (Figure 4A; Figure 5). The other three detected members of this family (MUP2, MUP3 and MUP20) were also downregulated, albeit with one value just missing one of the two cutoffs (Supplementary Table S7). Moreover, several MUPs were downregulated in the *Maf1* ^*−/−*^ and Chow-fed *Maf1* ^*hep−/−*^ cohorts (Figure 4A).

MUP levels are regulated by Growth Hormone (GH). Interestingly, EGFR, CYP7B1 and HSD3B5, similarly regulated by GH (Baik et al., 2011), were also decreased, and CD36, which can be negatively regulated by GH, was increased (Figure 4A; Figure 5). In these cases, the corresponding mRNAs were also affected, albeit at levels that did not pass our cutoffs (Figure 4A).

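In HF-fed Maf1hep−/− livers, 3 mRNAs that GH maintains in males were lower at the mean and Cd36, which GH represses, was higher, with genotypes that overlapped for each. Egfr, the receptor of epidermal growth factor, stood at 751 ± 534 CPM (SD, n = 4) against 1351 ± 683 CPM (SD, n = 5) in Ctrl, a log2(FC) of −0.85 (SE 0.488, adjusted p-value = 0.863 from edgeR). Cyp7b1, an oxysterol hydroxylase, had a log2(FC) of −0.76 (SE 0.393, adjusted p-value = 0.834), and Hsd3b5, a male-specific steroid dehydrogenase, of −1.13 (SE 0.454, adjusted p-value = 0.794). Cd36, a fatty acid transporter, stood at 232 ± 134 CPM (SD, n = 4) against 106 ± 52.1 CPM (SD, n = 5), a log2(FC) of 1.13 (SE 0.412, adjusted p-value = 0.738), and passed in a fit with the replicate number as a block (1.13, adjusted p-value = 0.0305) but not in that fit with the GC trend removed (1.06, adjusted p-value = 0.0557). It also passed with 3 RUVr factors in limma-voom (1.08, adjusted p-value = 0.0107). Exact permutation tests of the CPM (two-sided) gave p = 0.206, 0.111, 0.0794 and 0.0794. The list of male-biased GH-dependent genes fell, with 22 of 22 lower and a median log2(FC) of −0.62 (adjusted p-value = 2.04e-10 from camera, and adjusted p-value = 0.325 with an estimated correlation). In edgeR, 0 of them passed over all genes tested and 3 were lower when adjusted over the list alone, among them the proteoglycan Cspg5 (−2.05, adjusted p-value = 0.00989 over the list) and the fatty acid hydroxylase Cyp4a12b (−0.89), with 6 at an unadjusted p under 0.05. With the replicate number as a block, 1 was lower over all genes and 12 over the list alone. The female-biased genes rose, with 13 of 17 higher and a median of 0.82 (adjusted p-value = 0.00234, and adjusted p-value = 0.371 with an estimated correlation). In edgeR, 0 passed over all genes or over the list alone and 9 had an unadjusted p under 0.05. With the block, 4 passed over all genes and 9 over the list alone (8 higher, 1 lower), among them Cyp2b9, a cytochrome P450 (3.48, adjusted p-value = 0.0173), Ntrk2, a neurotrophin receptor (1.59, adjusted p-value = 0.0185), and Abcd2, a peroxisomal fatty acid transporter (0.95, adjusted p-value = 0.0305). Of 14 genes of the growth hormone axis, 7 were higher and 7 lower (median 0.010, adjusted p-value = 0.736). These lists hold genes the study named from the proteins of these mice and are not independent evidence, and camera also called markers of erythroid cells in the same livers, though not with an estimated correlation. In the Chow-fed cohorts the male-biased list did not pass (adjusted p-values 0.204 and 0.987), nor did the female-biased list (0.511 and 0.0928). Without Maf1hep−/− mouse 1 the female-biased list no longer passed on the HF diet (median 0.40, adjusted p-value = 0.373).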

#### 3.7.3 Decreased accumulation of Angiogenin

Angiogenin, a ribonuclease mainly expressed in, and secreted by, the liver (Lyons et al., 2017), was significantly decreased in HF-fed *Maf1* ^*hep−/−*^ mice (Figure 4A). Angiogenin owes its name to its promoting angiogenesis during tumor growth but has numerous other functions such as i) promoting the production of the large ribosomal RNAs (Pizzo et al., 2013; Lyons et al., 2017), ii) cleaving tRNAs under stress conditions thus generating tRNA halves that can inhibit translation and promote survival through inhibition of apoptosis (Sheng and Xu, 2016), and iii) other ill-defined activities (Lyons et al., 2017; Rashad et al., 2020). Notably, the EGFR decrease in HF-fed *Maf1* ^*hep−/−*^ mice (Figure 4A; Figure 5) mentioned above may be linked to the Angiogenin decrease, since Angiogenin was recently identified as a potent EGFR ligand in humans (Wang et al., 2018; Wang et al., 2019).

#### 3.7.4 Common features among cohorts

To identify common trends in the three cohorts, we first identified proteins or mRNAs passing our cutoffs on log2(FC) only, but in all three cohorts. 

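Of 11937 mRNAs tested in all 3 cohorts, 3 had a log2(FC) above 1 and 2 a log2(FC) below −1 in each. Those above were Gm35339, Cyp2a4, which encodes a steroid hydroxylase, and Tcf24, which encodes a basic helix-loop-helix factor. Those below were Maf1 and Moxd1, a male-biased monooxygenase gene. Tcf24 had a log2(FC) of 1.18 in Chow-fed Maf1−/− livers (SE 0.976, adjusted p-value = 0.415 from edgeR), 2.84 in Chow-fed Maf1hep−/− livers (SE 0.801, adjusted p-value = 0.997) and 1.87 in HF-fed Maf1hep−/− livers (SE 0.84, adjusted p-value = 0.811). Moxd1 had −1.29 (SE 1.53, adjusted p-value = 0.57), −1.60 (SE 1.43, adjusted p-value = 0.997) and −2.66 (SE 1.27, adjusted p-value = 0.824). Tcf24 and Moxd1 are singled out here after their values were seen, Moxd1 being on the male-biased list. Without Maf1−/− mouse 4 the log2(FC) of Cyp2a4 in Maf1−/− livers was −0.69, so it then left this set, and on the HF diet its value rests on Maf1hep−/− mouse 1. The mRNAs of the Mup family were lower in both hepatocyte-specific cohorts. In Chow-fed Maf1hep−/− livers 19 of 19 were lower (Mup2 turned to 0.040 when scaled by library totals), with a median log2(FC) of −0.34 (adjusted p-value = 3.28e-05 from camera, and adjusted p-value = 0.988 with an estimated correlation), and 0 passed in edgeR over all genes or adjusted over the list alone, 1 having an unadjusted p under 0.05. In HF-fed Maf1hep−/− livers 17 of 18 were lower, with a median of −1.65 (adjusted p-value = 3.67e-22, and adjusted p-value = 0.294 with an estimated correlation), and 15 were lower when adjusted over the list alone and 0 over all genes tested. Among them, Mup17 had a log2(FC) of −2.65 (SE 0.529, adjusted p-value = 0.281) and Mup9 of −2.72 (SE 0.672, adjusted p-value = 0.472). With the replicate number as a block, 5 Mup mRNAs were lower over all genes, Mup17 (−3.10, adjusted p-value = 0.0185) and Mup9 (−3.38, adjusted p-value = 0.0311) among them. The Mup genes are nearly identical and share reads, so single members are uncertain. Summed into 1 feature, their log2(FC) was −0.29, −0.39 and −1.10 in the 3 cohorts (adjusted p-values 0.518, 0.997 and 0.431), with exact permutation p = 0.369, 0.343 and 0.0159 for their summed CPM (two-sided), and the HF-fed genotypes did not overlap. Without Maf1hep−/− mouse 2 the list no longer passed on chow (median −0.068, adjusted p-value = 0.237). Camera also called markers of erythroid cells in the HF-fed livers and of Kupffer cells and lymphocytes in the Chow-fed Maf1hep−/− livers, none of them with an estimated correlation.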

We found four to seven MUP proteins (MUP1/15, 8/11, 13/17 and 14), all downregulated, and one upregulated mRNA, *Cyp2a4* (Figure 4A). CYP2A4 is highly expressed in the liver, in females more than in males where its expression is repressed by GH (Aida and Negishi, 1993; Sueyoshi et al., 1999).

Second, we examined smaller but consistent changes (|log2(FC)|>0,25, *p*-value<0.1) occurring in at least two cohorts. 

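At an unadjusted p under 0.1 and |log2(FC)| above 0.25 in the same direction in at least 2 cohorts, edgeR gave 242 of the 11937 mRNAs tested in all cohorts, 129 higher and 113 lower, where 276.6 would be found if the cohorts were independent. They included Abcd2, the peroxisomal transporter of very long-chain fatty acids, with log2(FC) of 0.72, 0.64 and 0.82 in Chow-fed Maf1−/−, Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− livers (adjusted p-values 0.181, 0.997 and 0.727). The splicing regulator Mbnl3 had 0.48, 0.92 and 0.63 (adjusted p-values 0.229, 0.997 and 0.811). Both mRNAs, singled out after their values were seen, met the criteria in all 3 cohorts, as did Cyp2a4, Maf1 and Gm35339. Without Maf1 and Gm35339, the count was 240 at an unadjusted p and 0 with adjusted p-values from edgeR in place of the unadjusted ones.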

With these criteria, we identified only 20–23 proteins (Supplementary Table S9) and no mRNAs. Thirteen to fourteen of these were in the Chow-fed and HF-fed *Maf1* ^*hep−/−*^ cohorts. They include ELOV5 and TM6SF2, which as described above function in elongation of essential fatty acids and neutral lipid loading of VLDL, and two to three MUPs (MUP1/10 and 20). Collectively, these changes indicate a slight lipid dysregulation in the Chow-fed *Maf1* ^*hep−/−*^ cohort, consistent with the weight increase at old age (Figures 1B, C). Five to seven proteins including one to three MUPs (MUP6/9/19) were affected in the Chow-fed *Maf1* ^*−/−*^ and HF-fed *Maf1* ^*hep−/−*^ cohorts.

A single protein, RNase 4, was downregulated in both the Chow-fed *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ cohorts, and a single protein, Angiogenin, was downregulated in all three cohorts. Angiogenin and RNase 4 are encoded by a shared transcription unit (Dyer and Rosenberg, 2005), whose promoter contains two tRNA genes. In reporter assays, deletion of these tRNA genes increased transcription, suggesting that they dampen Pol II transcription from the promoter (Sheng et al., 2014). Indeed, the two tRNAs (chr14_293_tRNATyr_GTA+ and chr14_294_tRNAPro_TGG+) are slightly more occupied by Pol III in the absence of MAF1 (Supplementary Table S3), suggesting a direct effect on Angiogenin and, in two out of three cohorts, RNase 4, downregulation.

## 4 Discussion

### 4.1 Contrasting phenotypes of *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ mice

*Maf1* ^*hep−/−*^ mice, in which the *Maf1* gene is excised specifically in hepatocytes in the late fetal to neonatal stages are fundamentally different from *Maf1* ^*−/−*^ mice, which are born from mothers lacking *Maf1* and which themselves lack *Maf1* in every organ during their entire development. Indeed, these mice have different phenotypes. Whereas *Maf1* ^*−/−*^ mice are smaller, lighter and leaner than Ctrl counterparts, displaying increased overall energy expenditure (Bonhoure et al., 2015), the Chow-fed *Maf1* ^*hep−/−*^ have the same weight as Ctrl mice except in old age, when they tend to become slightly heavier. Under a HF diet, *Maf1* ^*hep−/−*^ mice are clearly larger, heavier, and fattier than Ctrl mice, with dysregulation of hepatic lipid accumulation and increased VLDL-TG release.

Proteomic analysis revealed changes mostly in the HF-fed *Maf1* ^*hep−/−*^ cohort, where they indicated i) increased lipogenesis, ii) increased VLDL release, and iii) a tendency to increased liver lipid droplets (Figure 5). More generally, this is consistent with the increased size, weight and fat content of these animals. The increased lipogenesis and adiposity of *Maf1* ^*hep−/−*^ mice parallels findings in the liver of *Maf1* ^*−/−*^ mice, where measurements of D2O incorporation into TG revealed increased *de novo* lipogenesis (Bonhoure et al., 2015), and in *C. elegans* and mammalian cell lines with reduced MAF1 levels (Khanna et al., 2014; Palian et al., 2014). The lipogenesis effect is thus shared in these different models but leads to different adiposities, probably reflecting an offset of energy supply by energy demand in some but not all systems. In *Maf1* ^*−/−*^ mice, the lean phenotype can be explained by the findings that i) mammalian MAF1 is a chronic repressor of Pol III transcription (Orioli et al., 2016; Bonhoure et al., 2020), and ii) the absence of MAF1 drives a futile tRNA synthesis and degradation cycle (Bonhoure et al., 2015; Willis et al., 2018). Notably, in these *Maf1* ^*−/−*^ mice the futile cycle is most pronounced in white adipose tissue, spleen, brown adipose tissue, brain, heart, small intestine and kidney, with liver and quadriceps displaying the smallest effect as determined by precursor tRNA ratios (Bonhoure et al., 2015; Bonhoure et al., 2020). It seems likely, therefore, that in mice lacking MAF1 only in hepatocytes, the increased energy demand resulting from futile tRNA synthesis and degradation only in the liver does not exceed energy supply. This may also be the case in *C. elegans* and mammalian cell lines, where in addition, the knockdown of MAF1 may have been incomplete.

Thus, the proteomic analysis reveals altered levels of only a few proteins, which over the life of the animal appear to have an effect on total weight and size via increased fatty acid synthesis and lipogenesis. Metabolic changes in the livers of both *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ mice might also occur through changes in pathway flux due to altered levels of metabolites (Bonhoure et al., 2015) (Supplementary Table S6) and posttranslational mechanisms.

The striking differences in the overall phenotypes of *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ mice (lean *versus* fat) illustrates the interplay between different tissues of an organism. Another example is the reported effect of MAF1 on bone mass (Phillips et al., 2022). Primary bone marrow cells isolated from *Maf1* ^*−/−*^ mice showed reduced osteoblastogenesis *ex vivo* and mice overexpressing MAF1 in cells from the mesenchymal lineage had increased bone mass (Phillips et al., 2022). In contrast, *Maf1* ^*−/−*^ mice themselves had a high bone mass phenotype, indicating that the absence of MAF1 during development and/or in all organs leads to different effects than the absence of MAF1 in a specific cell type.

### 4.2 Pol III occupancy and translation

Pol III occupancy was increased in both *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ livers, consistent with previous observations under different conditions in mouse liver and in cell lines (Orioli et al., 2016; Mange et al., 2017; Bonhoure et al., 2020). Loci with increased Pol III occupancy encompassed tRNA genes of most isotypes and isoacceptors. Moreover, the magnitude of the increase correlated with the number of tRNA genes for each isotype or isoacceptor. Thus, the expansion of isotype or isoacceptor tRNA genes allows for a greater amplitude of expression, something especially relevant for Pol III genes, whose small size restricts polymerase occupancy of the transcription unit. Importantly, however, we have shown previously that increased occupancy and transcription of tRNA genes leads to increased pre-tRNA synthesis but has little or no effect on mature tRNAs levels (Bonhoure et al., 2015; Bonhoure et al., 2020). Indeed, the only translation effect observed in the liver of *Maf1* ^*−/−*^ mice was a small reduction (rather than a perhaps expected increase) in global translation (Bonhoure et al., 2020). This may have resulted from a systemic, non-cell-autonomous effect since it was not observed in *Maf1* ^*hep−/−*^ livers as determined by puromycin incorporation (Supplementary Figure S5). Thus, in both *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ mice, any putative effect on translation resulting directly from the absence of MAF1 would be specific to certain mRNAs rather than global.

### 4.3 Is MAF1 directly affecting Pol II transcription?

In *C. elegans*, reducing the level of MAF1 resulted in increased transcription of genes involved in lipid transport and synthesis, specifically *vit*/Vitellogenins, *pod-2*/ACC1 and fasn-1/FASN (Khanna et al., 2014). Increased expression of *Fasn* and *Acc1* mRNAs was also seen in mouse hepatoma cells following MAF1 knockdown and was attributed to decreased direct recruitment of MAF1 to the corresponding promoters (Palian et al., 2014). Moreover, CREB-targeted genes were recently identified as enriched for MAF1 binding (Tsang et al., 2023). These and other findings suggesting that MAF1 can function as a typical transcription factor, binding to, and thereby activating or repressing, certain Pol II promoters are difficult to reconcile with i) the absence of a DNA-binding motif in the protein, ii) genome-wide ChIPseq studies detecting little or no MAF1 binding to Pol II promoters, including the Fasn promoter (Orioli et al., 2016), and iii) the present RNAseq analysis which revealed few changes in the *Maf1* ^*hep−/−*^ cohorts. This last point suggests that the RNAseq changes seen in the *Maf1* ^*−/−*^ cohort (Bonhoure et al., 2020) resulted largely from a systemic effect rather than a MAF1-specific effect in the liver.

Changes in Pol III transcription can clearly, however, affect expression of Pol II genes. For example, reducing Pol III transcription with the chemical inhibitor ML-60218 or reducing the levels of BRF1, a Pol III transcription factor required by most Pol III genes, enhanced expression of pro-adipogenic genes, while reducing MAF1 levels had the opposite effect (Chen et al., 2018). Altered patterns of Pol II gene expression following perturbations in Pol III transcription can be complex: In ST2 cells, *Maf1* overexpression, *Brf1* knockdown, and ML-60218 treatment each resulted in gene expression alterations as determined by RNAseq, but with very little overlap between these conditions (Phillips et al., 2022). This likely reflects unique effects of the various treatments. For example, MAF1 does not inhibit all Pol III genes equally (Orioli et al., 2016; Yeganeh et al., 2017) and a BRF1 decrease might not affect BRF2-dependent Pol III genes. Further, if ML-60218 treatment inhibits Pol III elongation on the DNA as α-amanitin does for Pol II, a blocked Pol III enzyme may affect transcription of Pol II genes overlapping or containing Pol III genes. More generally, down or upregulation of Pol III genes can impact Pol II gene expression by transcriptional interference (Hull et al., 1994; Korde et al., 2014; Yeganeh et al., 2017), or by affecting processes involving Pol III RNA products such as Pol II transcription elongation, pre-mRNA and rRNA processing, translation, DNA replication, and, in particular for tRNA halves and Pol III-produced micro-RNAs, other regulatory processes that remain to be fully determined (Canella et al., 2010; Policarpi et al., 2017).

### 4.4 Is *Maf1* impacting Growth Hormone and Angiogenin levels?

To uncover effects that might link both *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ phenotypes with the known biochemical function of MAF1 in Pol III transcription repression, we examined common changes. Interestingly, several changes point to an alteration of GH regulation (Figure 5). First, the decrease of many MUPs, not only in the HF-fed *Maf1* ^*hep−/−*^ cohort but for four to seven of them, in all three cohorts (Figure 4A). MUPs are mainly expressed in adult liver and are tightly regulated by pituitary hormones, in particular GH (Holloway et al., 2006; Fan et al., 2014; Connerney et al., 2017; Lau-Corona et al., 2017; Penn et al., 2022), their urinary release being in fact used as a proxy for measuring male-specific pulsatile GH release (Knopf et al., 1983; Shaw et al., 1983). They bind and transport small hydrophobic molecules such as steroid hormones, retinoids, lipids, and odorants, and in urine are involved in pheromone communication. They are also implicated in regulating energy expenditure. Thus, in obese db/db mice and in wild-type mice fed a HF diet, MUP1 mRNA and protein are decreased (Hui et al., 2009; Zhou et al., 2009; Chen et al., 2015). Hepatic-specific *Mup1* overexpression decreased hepatic TG, *Fasn* and *Scd1* mRNA levels, and liver weight (Zhou et al., 2009), whereas chronic administration of recombinant MUP1 increased energy expenditure and locomotor activity (Hui et al., 2009). MUP1 thus appears to negatively regulate lipogenesis. This is consistent with the increased adiposity and hepatic lipid biosynthesis in HF-fed *Maf1* ^*hep−/−*^ mice, albeit not with the decreased adiposity of Chow-fed *Maf1* ^*−/−*^ mice, where many other factors resulting from the absence of MAF1 in all organs are, however, at play. Second, we observed an increase of female biased *Cyp2a4* mRNA in all three cohorts, and a decrease of male biased CYP7B1 and HSD3B5 proteins in HF-fed *Maf1* ^*hep−/−*^ mice (Figure 4A). These observations mirror reduced hepatic *Cyp7b1* mRNA upon pituitary gland ablation, and increased *Cyp2a4* mRNA in males whose GH plasma profile is modified to mimic that of females (Holloway et al., 2006; Jarukamjorn et al., 2006; Connerney et al., 2017; Lau-Corona et al., 2017). 

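Cyp2a4, a steroid hydroxylase gene that is higher in female livers, lies on chromosome 7 from 26307169 to 26315088 and may share reads with its paralog Cyp2a5. Its RNA stood at 150 CPM in Maf1−/− mouse 4 and between 0.386 and 1.37 CPM in the other 4 Maf1−/− mice, against 0.154 to 5.02 CPM in the 7 Ctrl mice. The log2(FC) in the whole-body cohort was 4.57 (SE 1.43, adjusted p-value = 0.152 from edgeR; exact permutation test of the CPM, two-sided, p = 0.249). In Chow-fed Maf1hep−/− livers it was 1.87 (SE 0.827, adjusted p-value = 0.997), with 1.11 ± 1.07 CPM (SD, n = 4) against 0.309 ± 0.187 CPM (SD, n = 4) in Ctrl. In HF-fed Maf1hep−/− livers it was 2.29 (SE 0.896, adjusted p-value = 0.794), with 1.46 ± 2.06 CPM (SD, n = 4) against 0.286 ± 0.301 CPM (SD, n = 5), a value that rests on Maf1hep−/− mouse 1 at 4.54 CPM, the other 3 lying between 0.335 and 0.607 CPM. Without that mouse it reached 1 CPM in no HF-fed mouse and was not tested. Genotypes overlapped in each cohort (exact permutation p = 0.343 and 0.119 in the hepatocyte-specific cohorts). Cyp2a5, a coumarin hydroxylase, had a log2(FC) of 0.58 (SE 0.335, adjusted p-value = 0.258), −0.61 (SE 0.385, adjusted p-value = 0.997) and 1.09 (SE 0.434, adjusted p-value = 0.794). Without Maf1−/− mouse 4, the log2(FC) of Cyp2a4 in the whole-body cohort turned to −0.69 (adjusted p-value = 0.626). It passed the adjusted p-value of 0.05 without Ctrl mouse 2 (4.55, adjusted p-value = 0.0379), with 3 RUVr factors in limma-voom (2.03, adjusted p-value = 0.028) and with all 29 mice in 1 fit (4.51, adjusted p-value = 0.0222), among alternatives whose adjusted p-values ranged up to 0.755.

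**Figure D2:**
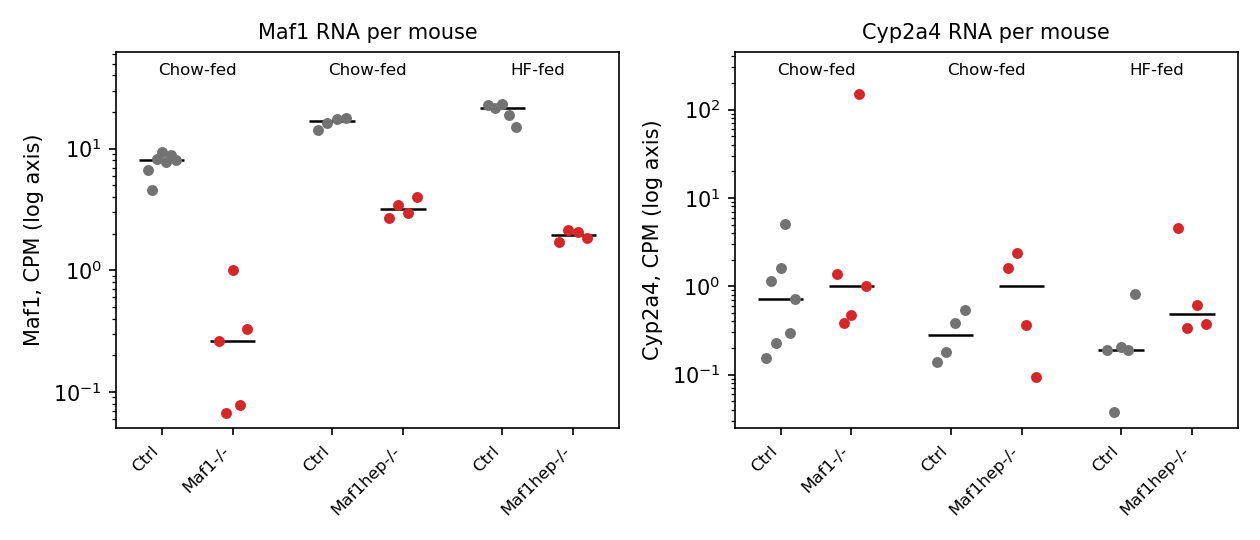
RNA of Maf1 and Cyp2a4 in CPM (vertical log axis) in each mouse of the Chow-fed Maf1−/−, Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− cohorts (left to right). Grey points are Ctrl mice, red points knockout mice and black lines medians. Each knockout mouse lies below each Ctrl mouse of its cohort for Maf1, and Maf1−/− mouse 4 lies at 150 CPM for Cyp2a4.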

Third, we observed decreased EGFR in HF-fed *Maf1* ^*hep−/−*^ mice, which may seem surprising as EGFR promotes cell proliferation, and liver weights of HF-fed *Maf1* ^*hep−/−*^ seemed to increase in the refed state, albeit the Bonferroni-corrected *p*-value was above our threshold (Supplementary Table S1). The EGFR decrease can however be compensated by Hepatocyte Growth Factor (HGF) acting via its receptor HGFR (Bhushan and Michalopoulos, 2020). At any rate, *Egfr* transcription and protein levels are regulated by GH (Gonzalez et al., 2021). Thus, all these effects are consistent with a slightly decreased overall level of plasma GH and/or a “feminization” of GH release by the pituitary gland, i.e., a change in the pulsatile male pattern of GH secretion towards a more constant and uniform secretion pattern, in line with the increased lipogenesis observed in the HF-fed *Maf1* ^*hep−/−*^ mice. It is worth noting that GH is implicated in liver lipogenesis and hepatosteatosis (Takahashi, 2017): changes in GH secretion might thus be at least partially responsible for the increased hepatosteatosis phenotype observed in the HF-fed *Maf1* ^*hep−/−*^ mice (Barclay et al., 2011; Le Magueresse-Battistoni, 2021).

Another intriguing observation is the Angiogenin decrease in all three cohorts, the one and only protein, even with the relaxed cutoffs, to do so. RNase 4, which is expressed from the same gene (but can be differentially expressed through a CTCF-dependent regulatory mechanism) (Sheng et al., 2014), was diminished in two of the three cohorts. These observations can be directly linked to the absence of MAF1: The main Angiogenin (and RNase 4) promoter is downregulated by two tRNA genes located just downstream (Sheng et al., 2014), in line with observations that a highly transcribed Pol III transcription unit located inside a Pol II gene can downregulate expression of the Pol II gene by transcription interference (Korde et al., 2014; Yeganeh et al., 2017). 

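Ang, the gene of Angiogenin, lies on chromosome 14 from 51091150 to 51102009, within the bounds of Rnase4 (51091077 to 51106151), so that reads of the shared part cannot be assigned to either with certainty. Ang RNA stood at 108 ± 13.8 CPM (SD, n = 5) in Chow-fed Maf1−/− livers and 124 ± 28.4 CPM (SD, n = 7) in Ctrl, a log2(FC) of −0.21 (SE 0.157, adjusted p-value = 0.381 from edgeR). In Chow-fed Maf1hep−/− livers it was 84.4 ± 16.3 CPM (SD, n = 4) against 122 ± 42.2 CPM (SD, n = 4), a log2(FC) of −0.53 (SE 0.225, adjusted p-value = 0.997). In HF-fed Maf1hep−/− livers it was 140 ± 23.4 CPM (SD, n = 4) against 224 ± 25.1 CPM (SD, n = 5), a log2(FC) of −0.68 (SE 0.13, adjusted p-value = 0.235). The HF-fed genotypes did not overlap, and exact permutation tests of the CPM (two-sided) gave p = 0.265, 0.171 and 0.00794, the last the smallest that 4 mice against 5 allow. Rnase4 RNA had a log2(FC) of −0.17 (SE 0.152, adjusted p-value = 0.441), −0.54 (SE 0.189, adjusted p-value = 0.997) and −0.62 (SE 0.155, adjusted p-value = 0.472), with exact permutation p = 0.266, 0.0571 and 0.00794. In the HF cohort both genes passed an adjusted p-value of 0.05 in DESeq2 (Ang 0.000701, Rnase4 0.0173), Ang with 3 RUVr factors in limma-voom (0.0329) and Rnase4 without Maf1hep−/− mouse 3 (−0.83, adjusted p-value = 0.0375), among adjusted p-values of up to 0.972 for Ang. The log2(FC) of Ang was −0.13 without Ctrl mouse 5 of the whole-body cohort and −0.27 without Ctrl mouse 1 of the Chow-fed hepatocyte-specific cohort.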

In the present study, in the refed state, we find these two tRNA genes (gold labeled in Figure 2C) already highly occupied in the Ctrl mice, and thus only slightly more occupied in the absence of MAF1, and although Angiogenin mRNA is decreased, the effect is too small to pass our stringent cutoff in the RNAseq study [log2(FC)/adj. *p*-values: Chow-fed *Maf1* ^*−/−*^, −0.301/0.249; Chow-fed *Maf* ^*-hep−/−*^, −0.435/0.867; HF-fed *Maf* ^*-hep−/−*^, −0.693/0.281]. However, previous studies show that Pol III occupancy of these tRNA genes can vary, and in some cases point to an anti-correlation between Pol II and Pol III occupancy. Thus, they are clearly differentially occupied in *Maf1* ^*−/−*^ and Ctrl mice in fasted or refed states (Bonhoure et al., 2020), or during the diurnal cycle (Mange et al., 2017), as well as in a human cell line transfected with si*Maf1* (Orioli et al., 2016). Moreover, low Pol III occupancy of the two tRNA genes and high Pol II occupancy of the Ang gene was observed 48 h after hepatectomy, a situation that was reversed 60 h after hepatectomy (Yeganeh et al., 2017). Angiogenin (albeit as a tendency) and RNAse 4 mRNA were both downregulated in differentiated osteoblasts treated with sh*Maf1* (Phillips et al., 2022), as determined by RNAseq. And in cells treated with a shRNA against *Brf1*, both mRNAs were slightly upregulated (Phillips et al., 2022). Confusingly, however, chemical inhibition of Pol III transcription with ML-60218 led to downregulation of Angiogenin mRNA (Phillips et al., 2022), a result that would however be explained if ML-60218 blocked Pol III on the template, as α-amanitin does for Pol II.

Downregulation of Angiogenin is intriguing for several reasons. Angiogenin is a secreted factor readily taken up by cells through a receptor-mediated mechanism. It is expressed in many organs and plays various key roles (Garnett and Raines, 2022), such as promoting axonal growth during early brain development (Subramanian and Feng, 2007) or formation of blood vessels during embryogenesis. It could thus have very different non-cell-autonomous effects in different genotypes such as *Maf1* ^*−/−*^ and *Maf1* ^*hep−/−*^ mice.

Secreted Angiogenin and GH levels might be somehow linked, as i) patients with increased or decreased GH levels displayed correspondingly increased or decreased circulating Angiogenin levels, and ii) a significant correlation was observed between plasma levels of Angiogenin and of insulin-like growth factor (IGF-1), the main effector of GH, in both patients and healthy subjects (Silha et al., 2005). If Angiogenin were indeed linked with GH or IGF-1, it could explain how the localized effect of lowered Angiogenin in *Maf1* ^*hep−/−*^ hepatocytes, the main site of Angiogenin production, might affect hypophysis release of GH. Future work should assess any possible role of Angiogenin in mediating the effects triggered by a lack of MAF1.

## Data Availability

The sequencing data are accessible in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE224917. The MS data together with MaxQuant output tables are available via the ProteomeXchange data repository (www.proteomexchange.org) with the dataset identifier PXD040086.

How the deposited data were processed for this re-analysis (not part of the article)

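RNA was measured in the livers of 29 male mice with 1 library per mouse: 5 Maf1−/− and 7 Ctrl mice on chow, 4 Maf1hep−/− and 4 Ctrl mice on chow, and 4 Maf1hep−/− and 5 Ctrl mice on the HF diet. Genotype, diet and replicate number came from the deposited sample labels. The deposited values are expected counts per gene, which the authors made by trimming the reads with TrimGalore, aligning them to mm10 with STAR and estimating counts with RSEM, and which are not scaled. The table holds 12992 genes, and each reached 1 CPM in at least 1 of the 29 libraries when this was checked. Every value of the HF cohort was exactly a whole number, against 69.8% to 74.8% of the values of a library in the Chow-fed cohorts, and the paper's text does not say how the former came to be whole. The HF libraries hold fewer counts per mouse than the Chow-fed libraries (25544816 to 32319706 against 43564164 to 75682301). Counting error was small beside the spread between mice, since the lowest chi-square per degree of freedom between 2 mice of a group was 29.2.

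Counts were rounded and tested in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In each cohort, genes with at least 1 CPM in at least 1 mouse were scaled with TMM and tested with edgeR's quasi-likelihood fit of genotype. Adjusted p-values are Benjamini-Hochberg values over all genes tested, and an mRNA was called differentially expressed at an adjusted p-value under 0.05 and |log2(FC)| above 1, or at the relaxed cutoffs of 0.1 and 0.5. Errors of log2(FC) are |log2(FC)| divided by the square root of edgeR's F statistic. Values per mouse are CPM after TMM scaling, with the mean and SD of a group, and were compared with exact permutation tests over all splits of the mice. Principal components and the variance between genotypes were computed on log2(CPM) with a prior count of 2. The interaction of genotype with cohort was tested in 1 fit of all 29 mice, where cohort also stands for diet and the line of mice. For the HF cohort it stands for sequencing (150 cycles on 2 lanes), depth and whole counts as well. Gene positions and GC content came from GENCODE vM21 on GRCm38 for 12983 genes, and 6 gene names that occurred more than once were kept apart by their gene identifiers.

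The tests, the 29 gene lists, the rule for named genes and most of the alternatives were set before the data were examined. By the rule, the text names every gene the paper names in these mice. It also names, per cohort, up to 10 higher and 10 lower called mRNAs with at least 1 CPM and genotypes that do not overlap, up to 4 called members of each list, and the 5 smallest p-values of each hepatocyte-specific cohort and each interaction. Some genes that meet the rule are not reported here. The lists cover TOP mRNAs, fatty acid synthesis, sterol synthesis, fatty acid oxidation with PPARα targets, lipid droplets and VLDL, the Mup family, male-biased and female-biased GH-dependent genes, the growth hormone axis, circadian clock genes, the cell cycle, the Pol III machinery, the amino acid stress response with ATF4 targets, gluconeogenesis and glycolysis, the urea cycle and one-carbon metabolism, acute phase genes, the interferon response, immediate early and heat shock genes, and fibrosis and extracellular matrix. Marker lists cover hepatocytes, Kupffer cells, endothelial cells, stellate cells, cholangiocytes, lymphocytes, neutrophils, erythroid cells, pancreas and adipocytes. The Mup, GH, fatty acid synthesis and lipid droplet lists hold genes the study named from these mice. Lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, over the 28 lists with at least 3 measured members, which leaves out pancreas.

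Alternatives were RLE scaling, library totals, no filter, filterByExpr, DESeq2, limma-voom with 0 to 3 RUVr factors, edgeR with 1 or 2 RUVr factors, weights per mouse, the replicate number as a block, all mice in 1 fit, draws of 4 mice against 4, and each mouse left out in turn. RUVr factors were computed from the residuals of an edgeR fit of genotype. Whether replicate numbers pair the mice was checked by the correlation of same-numbered mice in their deviations from the group means. Every such correlation in the HF cohort was above 0.1 (0.414, 0.122, 0.268 and 0.266), so the block is reported there as a pairing by number, while mice 2 and 3 correlated best with a mouse of another number. This pairing is inferred from the values alone. The paper's statistics section states that none of the tested datasets were paired, and neither the paper's text nor the labels say what the number marks.

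The fit was tested on counts simulated from each cohort's means, dispersions and library sizes. With a change of 2-fold it found 78.4%, 82% and 75% of the changed genes at an adjusted p-value under 0.05 in the whole-body, Chow-fed hepatocyte-specific and HF-fed hepatocyte-specific cohorts, and 46.4%, 46% and 43% at both cutoffs. A change of 4-fold was found for 98% in each cohort, with 5, 7 and 9 false calls. A change of 2-fold lies on the fold change cutoff itself, which limits the share found at both cutoffs. Genes were simulated independently of each other. The simulation therefore lacks variation shared across genes, such as the first principal component of the whole-body cohort, and these shares and false calls may not hold for the real libraries. Proteins, lipids, physiological measures and hormone levels are not analysed here. The paper's supplementary tables of all genes were at hand only in part, so no test of overlap with them was run. The paper's calls among the first 1547 of the 12992 rows of Table S5 were only counted, under most alternatives.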

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

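The tests of GC content, exchanged labels, the share of other cells and female-biased genes were chosen after the results were seen. Single mice were compared with the others of their group by Dixon's ratio in 55 groups, of which 11 passed, where chance passes about 1 in 20. In the whole-body cohort Cyp2a4 stood apart in Maf1−/− mouse 4 (150 CPM) and Ctrl mouse 5 (5.019 CPM), and in the HF cohort in Ctrl mouse 5 (0.8105 CPM) and Maf1hep−/− mouse 1 (4.541 CPM). Mouse 1 of each genotype of the whole-body cohort stood apart in Gm20547 (Ctrl 18.62 CPM, Maf1−/− 8.113 CPM), and Ctrl mouse 1 in Gm20671 (3.61 CPM). Maf1 RNA of Maf1−/− mouse 3 lay at 1.003 CPM, above the other Maf1−/− mice and below each Ctrl mouse. Gm35339 of Ctrl mouse 4 of the Chow-fed hepatocyte-specific cohort lay at 0.8326 CPM. Ctrl mouse 2 of the whole-body cohort lay at 50.6 on the first principal component and Ctrl mouse 1 at −43.6 on the second.

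The effect of genotype differed between HF-fed Maf1hep−/− and Chow-fed Maf1−/− livers for Dmxl2 (difference −0.76), Gm15638 (−1.20) and Gm35339 (2.42). Between Chow-fed Maf1hep−/− and Chow-fed Maf1−/− livers, which differ in the knockout, the differences were −0.27 (adjusted p-value = 0.331), −0.34 (adjusted p-value = 0.412) and 1.2 (adjusted p-value = 0.303). Between HF-fed and Chow-fed Maf1hep−/− livers they were −0.49, −0.86 and 1.22 (adjusted p-value = 1 for each), so neither step passed alone. These livers differ at once in diet, depth, sequencing (150 cycles on 2 lanes for the HF libraries) and whole against fractional counts. Neither this fit nor the permuted labels took account of replicate numbers. The permuted labels were judged by the count of mRNAs summed over all pairs of cohorts, not for this pair alone. Of 100 draws, the real one included, 9 gave a sum of 3 or more, up to 2053 in another draw. Chance could therefore not be excluded for that sum, and counts this large point to a structure of the samples. Outside the genes the paper discusses, Mettl7b (log2(FC) −0.70) passed the relaxed cutoffs in Chow-fed Maf1−/− livers, and Mt2 (3.43), Mt1 (3.17) and Gm15638 (−0.96), among others, in HF-fed Maf1hep−/− livers.

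On the first principal component of the whole-body cohort, Ctrl mouse 2 lay with most Maf1−/− mice and Maf1−/− mouse 2 with the Ctrl mice. An exchange of their labels is argued against by Maf1 RNA, whose lowest level in Ctrl, 4.61 CPM, was above the highest in Maf1−/− mice, 1.003 CPM. The loadings followed the GC content of the transcripts (Spearman rho −0.726 across genes, and 0.121 with transcript length), so a step of library preparation or sequencing that depends on GC content may lie behind the component, and a biological shift of GC-rich mRNAs stays open as untested. A different share of non-hepatocyte cells may also contribute and cannot be told apart, since markers of 4 of 5 other cell types had median loadings below that of all genes and 0 did so at a permutation p under 0.05. Of the markers measured, 1 of 14 for stellate cells and 0 for the other types stood on another list, and the most abundant were Ptprb of endothelial cells (141 CPM in Ctrl, 154 CPM in Maf1−/− livers), Dcn of stellate cells (165 and 258 CPM), Cd5l of Kupffer cells (78.2 and 67.2 CPM), Cd74 of lymphocytes (46.3 and 31 CPM) and Spp1 of cholangiocytes (38.2 and 36.7 CPM).

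In Chow-fed Maf1−/− livers limma-voom called 2 mRNAs without RUVr factors and 206, 208 and 216 with 1, 2 and 3. With the GC trend of each library removed, edgeR called 4. This cannot decide whether a GC trend hides these calls, since the trend itself went with genotype in most mice. The slope of log2(CPM) on GC content was positive in each Ctrl mouse but mouse 2 and negative in each Maf1−/− mouse but mouse 2. Its removal therefore also takes out differences between genotypes that follow GC content. The coefficients of the first factor followed GC content (Spearman rho −0.729 across genes), as did the called genes, so the factor may stand for a technical difference that depends on GC content. Of 100 splits of the mice, 6, the real one included, gave at least the real 216 calls with 3 factors, up to 480 in another split, so chance could not be excluded, and a split with that many calls points to a structure of the samples. An effect of genotype that the factors uncover stays open, as the design offers no separate test of it.

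Cyp2a4 RNA was 29.9 times as high in Maf1−/− mouse 4 as in the next highest mouse of the whole-body cohort. Reads spilling over from a rise of Cyp2a5 of like size are argued against, since Cyp2a5 in that mouse was 1.62 times the median of the other Maf1−/− mice. A different split of shared reads between both genes in that library would leave Cyp2a5 little changed, and was not tested. A library of a female mouse is argued against by Kdm5d, Uty, Ddx3y and Eif2s3y, Y-linked genes whose summed CPM was 1.65 times the median of the other mice. All 16 other female-biased genes were higher in that mouse than the mean of the other Maf1−/− mice (median log2 difference 0.839), Cyp2b9 (3.26) and Cyp2c40 (2.36) among them, whereas of 22 male-biased genes 12 were lower and 10 higher (median −0.0928). A shift of that liver toward female-type expression may therefore lie behind the level, and cannot be told apart from other causes, as it rests on 1 mouse and male-biased genes spread both ways.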

How the results depend on the processing

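The following alternatives were chosen after the values were seen: the GC trend of each library removed (also with the replicate block), both mice numbered 2 of the whole-body cohort left out (also with 1 RUVr factor), Ctrl mouse 5 and Maf1hep−/− mouse 2 of the HF cohort left out, the factors of Table S5, the draws of 4 against 4 with 1 RUVr factor, and the lists of mRNAs called with RUVr factors. The mice left out together were picked by their place on the first principal component, so a larger difference between genotypes follows from the choice, and the closeness of the factors of Table S5 to the paper's values follows from their construction. Among the results that answer a comparison, 374 values under an alternative kept their direction and their side of the threshold or count, 109 moved by more than their bound, 27 turned, 22 no longer passed and 4 newly passed. Among single genes and lists, 4351 kept both, 168 turned, 271 newly passed and 81 no longer passed. Except where fewer mice, a summed feature or a list of other genes sets the value, the cause was not tested. The alternative filters on low counts changed none of the values that answer a comparison beyond these bounds. DESeq2 gave no value for Gm20671. A replaced scaling moved the median of all genes by at most 0.0503 (library totals, Chow-fed hepatocyte-specific cohort).

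In the whole-body cohort the values of Cyp2a4, Gm20547 and Gm20671 rest on single mice that stood apart with many counts (7704 of Cyp2a4 in Maf1−/− mouse 4, 1331 of Gm20547 and 258 of Gm20671 in Ctrl mouse 1). Depth limits rare mRNAs such as Cyp2a4, which had 1 to 24 counts in HF-fed Ctrl mice, and without Maf1hep−/− mouse 1 it reached 1 CPM in no mouse of that cohort and was not tested. The same held for Gm20671 and Cdyl2 in the whole-body cohort without Ctrl mouse 1 and for Mup6 in the HF cohort without Ctrl mouse 3. On the HF diet the mice numbered 1 and 4 correlated best with the mouse of their own number of the other genotype. There the replicate block ended the calls of the lipid droplet list (median 0.037, adjusted p-value = 0.135) and the clock list (−0.14, adjusted p-value = 0.191) and added that of the adipocyte markers (0.52, adjusted p-value = 0.0349). It newly called Cd36, Slco1a1, Scd1, Plin4, Mup9, Mup17, Mt2, Mt1, Gm15638, Acsm2 (−1.58, adjusted p-value = 0.0298), Mup11 (−2.17, adjusted p-value = 0.0375), Hexim1 (0.55, adjusted p-value = 0.0375) and Med12l (−1.13, adjusted p-value = 0.04) at an adjusted p-value of 0.05, among others. A mouse without a partner of its number (Ctrl mouse 5 of the HF cohort, Ctrl mice 6 and 7 of the whole-body cohort) drops out of the comparison with the block. In the Chow-fed cohorts the mice share only a number: same-numbered mice correlated at 0.339, −0.573, −0.282, −0.0936 and −0.0356 in the whole-body cohort and at 0.254, −0.345, −0.0967 and −0.0469 in the hepatocyte-specific one, and only the mice numbered 1 correlated best with their own number in either. With the number as a replicate block, Maf1 in Chow-fed Maf1−/− livers had a log2(FC) of −4.79 (adjusted p-value = 0.18), which took its count from 2 to 1 and its gene lists from 1 to 7. In the Chow-fed hepatocyte-specific cohort the count stayed at 2 and the lists went from 6 to 7.

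With RLE size factors, the count at the relaxed cutoffs was 5 in Chow-fed Maf1−/− livers. With library totals alone, the log2(FC) of Plin4 (−0.0099) in Chow-fed Maf1−/− livers and of Cyp7b1 (0.022), Cyp4a10 (0.027), Pdcd4 (0.010), Ppp1r13b (0.0032) and Mup2 (0.040) in Chow-fed Maf1hep−/− livers took the other sign. With DESeq2, the count at the main cutoffs was 71 in Chow-fed Maf1−/− livers and 30 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 1106 in Chow-fed Maf1−/− livers and 58 in HF-fed Maf1hep−/− livers and the log2(FC) of Gm20547 (1.54) in Chow-fed Maf1−/− livers took the other sign. With limma-voom and no RUVr factor, the log2(FC) of Hsd3b5 (0.070) in Chow-fed Maf1−/− livers and of Gm20547 (1.29) and Hist1h4b (0.068) in Chow-fed Maf1hep−/− livers took the other sign. With limma-voom and 1 RUVr factor, the count at the main cutoffs was 206 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 1749 in Chow-fed Maf1−/− livers and 13 in HF-fed Maf1hep−/− livers and the log2(FC) of Hsd3b5 (0.070) in Chow-fed Maf1−/− livers and of Gm20547 (1.2) and Hist1h4b (0.062) in Chow-fed Maf1hep−/− livers took the other sign. With limma-voom and 2 RUVr factors, the count at the main cutoffs was 208 in Chow-fed Maf1−/− livers and 9 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 1811 in Chow-fed Maf1−/− livers, 8 in Chow-fed Maf1hep−/− livers and 60 in HF-fed Maf1hep−/− livers and the log2(FC) of Hsd3b5 (0.087) and Me1 (0.0026) in Chow-fed Maf1−/− livers and of Hsd3b5 (−0.0036), Gm20547 (0.54) and Hist1h4b (0.073) in Chow-fed Maf1hep−/− livers took the other sign. With limma-voom and 3 RUVr factors, the count at the main cutoffs was 216 in Chow-fed Maf1−/− livers and 41 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 1865 in Chow-fed Maf1−/− livers, 12 in Chow-fed Maf1hep−/− livers and 225 in HF-fed Maf1hep−/− livers and the log2(FC) of Hsd3b5 (0.074) and Me1 (0.0013) in Chow-fed Maf1−/− livers and of Hsd3b5 (−0.0047) and Hist1h4b (0.040) in Chow-fed Maf1hep−/− livers took the other sign. In edgeR with 1 RUVr factor, the count at the main cutoffs was 187 in Chow-fed Maf1−/− livers and 5 in HF-fed Maf1hep−/− livers and the count at the relaxed cutoffs was 1731 in Chow-fed Maf1−/− livers and 14 in HF-fed Maf1hep−/− livers. In edgeR with 2 RUVr factors, the count at the main cutoffs was 219 in Chow-fed Maf1−/− livers and 10 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 1803 in Chow-fed Maf1−/− livers, 8 in Chow-fed Maf1hep−/− livers and 51 in HF-fed Maf1hep−/− livers and the log2(FC) of Hsd3b5 (0.096) and Gm20547 (0.017) in Chow-fed Maf1−/− livers and of Hsd3b5 (−0.0070) and Gm20547 (0.063) in Chow-fed Maf1hep−/− livers took the other sign. With weights per mouse in limma (voomWithQualityWeights), the count at the main cutoffs was 554 in Chow-fed Maf1−/− livers and 11 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 3210 in Chow-fed Maf1−/− livers and 42 in HF-fed Maf1hep−/− livers and the log2(FC) of Hsd3b5 (0.13), Gm20547 (0.12), Elovl5 (0.095), Me1 (0.081), Gabbr2 (0.027) and Med12l (0.075) in Chow-fed Maf1−/− livers, of Cyp7b1 (0.051), Hsd3b5 (−0.0030), Gm20547 (1.10), Acly (−0.042), Mup13 (0.086), Mt2 (0.17) and Mt1 (0.14) in Chow-fed Maf1hep−/− livers and of Acacb (−0.068) in HF-fed Maf1hep−/− livers took the other sign. With all 29 mice in 1 fit, the count at the main cutoffs was 192 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 1680 in Chow-fed Maf1−/− livers and the log2(FC) of Plin4 (−0.012) in Chow-fed Maf1−/− livers took the other sign. With the replicate block in the fit, the count at the main cutoffs was 1 in Chow-fed Maf1−/− livers and 29 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 1 in Chow-fed Maf1−/− livers and 94 in HF-fed Maf1hep−/− livers, the number of gene lists that passed was 7 in Chow-fed Maf1−/− livers, the TOP list had a median log2(FC) of −0.11 in Chow-fed Maf1−/− livers (adjusted p-value = 0.0423) and the log2(FC) of Me1 (0.026) and Mup3 (−0.0043) in Chow-fed Maf1−/− livers, of Gm20547 (0.25) and Hist1h4b (0.027) in Chow-fed Maf1hep−/− livers and of Acacb (−0.11) in HF-fed Maf1hep−/− livers took the other sign. With the GC trend of each library removed, the count at the main cutoffs was 4 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 6 in Chow-fed Maf1−/− livers and the log2(FC) of Slco1a1 (−0.071), Tm6sf2 (0.27), Fasn (0.17), Pdk4 (−0.016), Mup3 (−0.15) and Gabbr2 (0.23) in Chow-fed Maf1−/− livers took the other sign. With the replicate block and the GC trend removed, the count at the main cutoffs was 32 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 104 in HF-fed Maf1hep−/− livers and the log2(FC) of Acacb (−0.10) in HF-fed Maf1hep−/− livers took the other sign. With both mice numbered 2 of the whole-body cohort left out, the count at the main cutoffs was 725 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 3717 in Chow-fed Maf1−/− livers and the log2(FC) of Elovl5 (0.073), Scd1 (0.11), Me1 (0.11) and Med12l (0.0045) in Chow-fed Maf1−/− livers took the other sign. With these mice left out and 1 RUVr factor in limma-voom, the count at the main cutoffs was 756 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 3737 in Chow-fed Maf1−/− livers and the log2(FC) of Hsd3b5 (0.080), Elovl5 (0.075), Scd1 (0.11), Me1 (0.13) and Med12l (0.0065) in Chow-fed Maf1−/− livers took the other sign. With Ctrl mouse 5 and Maf1hep−/− mouse 2 of the HF cohort left out, the count at the main cutoffs was 17 in HF-fed Maf1hep−/− livers, the count at the relaxed cutoffs was 65 in HF-fed Maf1hep−/− livers and the log2(FC) of Tm6sf2 (−0.033) in HF-fed Maf1hep−/− livers took the other sign. With limma-voom and the 3 factors read from the per-mouse scores of Table S5, the count at the main cutoffs was 411 in Chow-fed Maf1−/− livers, the count at the relaxed cutoffs was 2258 in Chow-fed Maf1−/− livers and the log2(FC) of Cd36 (0.30), Slco1a1 (−0.051), Plin4 (−0.045), Acly (−0.048), Fads1 (−0.24) and Mup3 (−0.081) in Chow-fed Maf1−/− livers took the other sign. In 20 draws of 4 mice against 4, the median count at the main cutoffs was 3.5 in Chow-fed Maf1−/− livers, with 1 to 732 in single draws. In such draws with 1 RUVr factor, the median count at the main cutoffs was 329 in Chow-fed Maf1−/− livers, with 1 to 801 in single draws. In camera with an estimated correlation, the number of gene lists that passed was 0 in Chow-fed Maf1−/− livers, 0 in Chow-fed Maf1hep−/− livers and 0 in HF-fed Maf1hep−/− livers, the TOP list had a median log2(FC) of −0.16 in Chow-fed Maf1hep−/− livers (adjusted p-value = 0.988), the mRNAs called higher in Maf1−/− livers had a median log2(FC) of 0.17 in HF-fed Maf1hep−/− livers (p = 0.0963) and the mRNAs called lower in Maf1−/− livers had a median log2(FC) of 0.15 in HF-fed Maf1hep−/− livers (p = 0.317). In fry, the number of gene lists that passed was 0 in Chow-fed Maf1−/− livers, 0 in Chow-fed Maf1hep−/− livers and 0 in HF-fed Maf1hep−/− livers and the TOP list had a median log2(FC) of −0.16 in Chow-fed Maf1hep−/− livers (adjusted p-value = 0.997). With 1 RUVr factor in the gene list test, the number of gene lists that passed was 0 in Chow-fed Maf1−/− livers. With all Mup counts summed into 1 feature, the log2(FC) was −0.29 in Chow-fed Maf1−/− livers (adjusted p-value = 0.518), −0.39 in Chow-fed Maf1hep−/− livers (adjusted p-value = 0.997) and −1.10 in HF-fed Maf1hep−/− livers (adjusted p-value = 0.431). Over genes with a mean log2(CPM) above 3, rho was −0.015 between Chow-fed Maf1−/− and Chow-fed Maf1hep−/− livers (permutation p = 0.971) and rho was −0.029 between Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− livers (permutation p = 0.857). Within 5 Mb of Maf1 lay 7 of the mRNAs called with 1 RUVr factor (p = 0.0048), 7 of the mRNAs called with 2 RUVr factors (p = 0.00506) and 6 of the mRNAs called with 3 RUVr factors (p = 0.022) in limma-voom (Fisher's exact test), Maf1 and Gm35339 left out of the lists.

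Leaving out 1 mouse at a time in the cohort of Chow-fed Maf1−/− mice moved the count at the main cutoffs between 2 and 344 (344 without Ctrl mouse 2 and 5 without Maf1−/− mouse 4) and the count at the relaxed cutoffs between 2 and 2751 (2751 without Ctrl mouse 2, 2127 without Maf1−/− mouse 2 and 8 without Maf1−/− mouse 4). The number of gene lists that passed lay between 0 and 5, with 0 without Ctrl mouse 2, 2 without Ctrl mouse 1, 4 without Ctrl mouse 6 or Maf1−/− mouse 4, 3 without Ctrl mouse 7 and 5 without Maf1−/− mouse 3 or 5. The median log2(FC) of the TOP list lay between −0.20 (without Maf1−/− mouse 5, where it passed) and −0.063, and the percentage of variance between genotypes between 18.4 and 36, where it passed only without Ctrl mouse 2 or Maf1−/− mouse 2. The same steps turned the sign of the log2(FC) of Cyp2a4 (−0.69 to 5.50), Egfr (−0.30 to 0.044), Hsd3b5 (−0.46 to 0.32), Slco1a1 (−0.057 to 0.31), Gm20547 (−10.5 to 1.52), Elovl5 (−0.16 to 0.017), Tm6sf2 (−0.25 to 0.034), Scd1 (−0.49 to 0.054), Plin4 (−0.087 to 0.22), Fasn (−0.47 to 0.028), Me1 (−0.082 to 0.069), Fads1 (−0.0091 to 0.10), Mup3 (−0.011 to 0.19), Mup13 (−0.41 to 0.051) and Rn18s-rs5 (−0.37 to 1.45) without at least 1 mouse. In the cohort of Chow-fed Maf1hep−/− mice the number of gene lists that passed lay between 2 (without Maf1hep−/− mouse 2) and 9 when 1 mouse was left out, and both counts of mRNAs stayed at 2. The same steps turned the sign of the log2(FC) of Egfr (−0.23 to 0.72), Cyp7b1 (−0.37 to 0.21), Hsd3b5 (−0.18 to 0.26), Cd36 (−0.18 to 1.16), Cdkn1c (−0.042 to 0.40), Gm20547 (−0.57 to 0.59), Plin4 (−0.11 to 0.47), Fasn (−0.12 to 0.40), Acaca (−0.040 to 0.22), Acly (−0.19 to 0.11), Me1 (−0.053 to 0.093), Fads1 (−0.030 to 0.13), Ehhadh (−0.054 to 0.30), Cyp4a10 (−0.21 to 0.082), Nnmt (−0.28 to 0.036), Pdk4 (−0.23 to 0.50), Ppp1r13b (−0.093 to 0.0078), Mup2 (−0.39 to 0.35), Mup11 (−0.49 to 0.15), Mup13 (−0.70 to 0.13), Mup15 (−0.81 to 0.24), Mup17 (−0.82 to 0.058), Mt2 (−4.01 to 0.71), Gm15638 (−0.19 to 0.0076), Mettl7b (−0.0074 to 0.086), Hist1h4b (−0.31 to 0.29) and Mt1 (−2.28 to 0.50) without at least 1 mouse. In the cohort of HF-fed Maf1hep−/− mice these steps moved the count at the main cutoffs between 2 and 11 (8 without Ctrl mouse 5, 5 without Maf1hep−/− mouse 1 and 11 without Maf1hep−/− mouse 2) and the count at the relaxed cutoffs between 2 and 32 (2 without Ctrl mouse 2, 3 or 4 or Maf1hep−/− mouse 4, 18 without Ctrl mouse 5 and 32 without Maf1hep−/− mouse 2). The number of gene lists that passed lay between 8 (without Maf1hep−/− mouse 2) and 17. The median log2(FC) of the TOP list lay between −0.068 (without Maf1hep−/− mouse 4, where it passed) and 0.020 (above 0 without Ctrl mouse 4 or Maf1hep−/− mouse 1 or 3), and the percentage of variance between genotypes between 15.6 and 23.3, where it passed only without Maf1hep−/− mouse 2. The same steps turned the sign of the log2(FC) of Elovl5 (−0.16 to 0.031), Tm6sf2 (−0.011 to 0.46), Fasn (−0.42 to 0.17), Acacb (−0.15 to 0.26), Acly (−0.015 to 0.29), Me1 (−0.33 to 0.11), Fads1 (−0.021 to 0.29), Ppp1r13b (−0.15 to 0.047), Mup2 (−0.045 to 0.38), Gabbr2 (−0.062 to 0.23) and Cdyl2 (−0.22 to 0.054) without at least 1 mouse. The count of mRNAs whose effect differed between Chow-fed Maf1hep−/− and Chow-fed Maf1−/− livers ranged from 0 to 1582 over these steps. The count of mRNAs whose effect differed between HF-fed Maf1hep−/− and Chow-fed Maf1−/− livers ranged from 0 to 2393 over these steps. The median log2(FC) of the mRNAs called higher in Maf1−/− livers ranged from −0.18 to −0.076 in Chow-fed Maf1hep−/− livers and 0.093 to 0.38 in HF-fed Maf1hep−/− livers. The median log2(FC) of the mRNAs called lower in Maf1−/− livers ranged from −0.063 to 0.020 in Chow-fed Maf1hep−/− livers and 0.067 to 0.25 in HF-fed Maf1hep−/− livers. Spearman coefficients ranged from −0.079 to 0.098 between Chow-fed Maf1−/− and Chow-fed Maf1hep−/− livers, −0.15 to 0.14 between Chow-fed Maf1−/− and HF-fed Maf1hep−/− livers and −0.073 to 0.11 between Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− livers.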

Differences from the paper's values

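In Chow-fed Maf1−/− livers the paper reports 330 differentially expressed mRNAs, 272 of them lower, and edgeR called 2, of which 1 was lower. Of 28 alternatives for the total set before the data were examined, which gave 1 to 554, leaving out Ctrl mouse 2 alone did not differ (344), and of 27 for the lower mRNAs, which gave 0 to 453, it alone did not differ (278). A total of 411, with 64 higher and 347 lower, came from limma-voom with the 3 factors read from the per-mouse scores in the paper's Table S5, a setting chosen after the values were seen that drops 1 of the 45 mRNAs the paper calls among the first 1547 of the 12992 rows, the part of that table at hand. With 1 RUVr factor in draws of 4 mice against 4, also chosen after the values were seen, the median of 20 draws was 329 (1 to 801), and how many of the paper's 45 calls a draw drops was not counted. At the paper's cutoffs, own estimates of 3 RUVr factors called 216 mRNAs and dropped 27 of the 45, weights per mouse called 554 and dropped 19, DESeq2 called 71 and dropped 35, all 29 mice in 1 fit called 192 and dropped 25, 1 and 2 RUVr factors dropped 26 and 28 in limma-voom and 30 and 29 in edgeR, and the fit without Ctrl mouse 2 dropped 18. Leaving out both mice numbered 2, chosen after the values were seen, called 725 and dropped 11, and 756 and 8 with 1 RUVr factor.

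For Gm20547 the paper's log2(FC) in Chow-fed Maf1−/− livers is −6.591, against −0.96 here (SE 1.71). All 25 of the alternatives set before the data were examined that gave a value differed from it (−10.5 to 1.54), as did the Table S5 factors (−4.88). For Gm20671 the paper's log2(FC) is −4.583, against a bound of −5.53 here, and both such alternatives of the bound differed (−5.51 and −5.45). These are unlike measures, as the bound sets the mean CPM of Ctrl against a floor, while the paper's value comes from a fit of log values with RUVr factors. Whether they disagree was therefore not settled. For Ang the paper's adjusted p-value in Chow-fed Maf1−/− livers is 0.249, against 0.381. Of 26 such alternatives 17 differed, and library totals (0.371), limma-voom with 1, 2 and 3 RUVr factors (0.372, 0.26 and 0.23), edgeR with 1 and 2 (0.341 and 0.247), all mice in 1 fit (0.304) and leaving out Ctrl mouse 7 (0.33) or Maf1−/− mouse 1 (0.295) did not. After the values were seen, leaving out both mice numbered 2 gave 0.219 (dropping 11 of the paper's 45 calls), the same with 1 RUVr factor 0.247 (dropping 8) and the Table S5 factors 0.176 (dropping 1), none of which differed.

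The other values come from the part of Table S5 at hand, all in Chow-fed Maf1−/− livers, and the alternatives counted were set before the data were examined unless said otherwise. For Cd36 the paper's log2(FC) is 0.385, against −0.40 (SE 0.41), and 26 of 26 alternatives differed (−0.772 to −0.0989). For Fads1 the paper's log2(FC) is −0.193, against 0.027, and 26 of 26 differed (−0.00905 to 0.189). The paper's adjusted p-value for it is 0.307, against 0.904, and 26 of 26 differed (0.148 to 0.996). For Acaca the paper's log2(FC) is 0.134, against 0.29 (SE 0.135), and 19 of 26 differed, the others being the replicate block (0.26), all mice in 1 fit (0.267) and leaving out Ctrl mouse 4 (0.261), 5 (0.252) or 6 (0.263) or Maf1−/− mouse 1 or 3 (0.249 each). Its adjusted p-value in the paper is 0.617, against 0.189, and of alternatives from 0.00101 to 0.654 the replicate block alone (0.654) did not differ. For Acly the paper's log2(FC) is −0.012, against 0.16, and 26 of 26 differed (0.126 to 0.248). Its adjusted p-value in the paper is 0.959, against 0.386, and of alternatives from 0.0938 to 0.709 the replicate block alone (0.709) did not differ. For Ehhadh the paper's log2(FC) is −0.348, against −0.70, and 26 of 26 differed (−0.83 to −0.593). Its adjusted p-value in the paper is 0.242, against 0.152, and 14 of 26 differed, the others being library totals (0.17), limma-voom without RUVr factors (0.177) and leaving out Ctrl mouse 1 (0.173), 3 (0.269), 4 (0.252), 5 (0.22), 6 (0.271) or 7 (0.254) or Maf1−/− mouse 1 (0.181), 3 (0.343), 4 (0.303) or 5 (0.231). For Rnase4 the paper's adjusted p-value is 0.219, against 0.441, and 20 of 26 differed, the others being limma-voom with 1, 2 and 3 RUVr factors (0.287, 0.18 and 0.148), edgeR with 2 (0.212), all mice in 1 fit (0.327) and leaving out Maf1−/− mouse 1 (0.327). With the Table S5 factors, chosen after the values were seen and dropping 1 of the paper's 45 calls, log2(FC) was 0.302 for Cd36, −0.237 for Fads1, 0.0785 for Acaca, −0.0482 for Acly and −0.352 for Ehhadh, and adjusted p-values were 0.716 for Acaca, 0.797 for Acly, 0.227 for Ehhadh and 0.183 for Rnase4. With the GC trend removed, also chosen after the values were seen and dropping all 45, adjusted p-values were 0.197 for Ehhadh and 0.302 for Rnase4.

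The paper lists Slco1a1 and Cdkn1c among the mRNAs of HF-fed Maf1hep−/− livers that pass the relaxed cutoffs, where edgeR gave −0.77 (adjusted p-value = 0.44) and 0.99 (adjusted p-value = 0.261). Both were called by DESeq2 (0.00752 and 0.0159), limma-voom with 2 (0.00973 and 0.0707) and 3 RUVr factors (0.00566 and 0.0305), edgeR with 1 (0.0273 and 0.0894) and 2 (0.0159 and 0.073), weights per mouse (0.0918 and 0.0549) and the replicate block (0.0193 and 0.0698). Limma-voom with 1 RUVr factor called Slco1a1 alone (0.0193, and 0.107 for Cdkn1c), and the fit without Ctrl mouse 5 called Cdkn1c alone (0.0652). After the values were seen, leaving out Ctrl mouse 5 and Maf1hep−/− mouse 2 (0.0774 and 0.0789) and the block with the GC trend removed (0.0207 and 0.0781) also called both; a table of the paper's calls in this cohort to count dropped ones was not at hand. The paper finds Cyp2a4 as the only mRNA up in all 3 cohorts, where Gm35339 and Tcf24 also had a log2(FC) above 1, and Moxd1 and Maf1 one below −1, in each. For this the paper cites its plot of mRNA against protein, and it reports the Gm35339 protein as not detected. The search here covered 11937 mRNAs with or without a measured protein and used no RUVr factor. The sets and fits are therefore unlike. The paper finds no mRNA changed alike in at least 2 cohorts, where 242 met the same bounds at an unadjusted p and, besides Maf1 and Gm35339, 0 with adjusted p-values from edgeR. The numbers of called mRNAs printed in Fig. 3 for both hepatocyte-specific cohorts match those found here. The paper's number of genes matches the 12992 genes of the deposited table. Fewer were tested here in each cohort: 12796 for Chow-fed Maf1−/−, 12570 for Chow-fed Maf1hep−/− and 12378 for HF-fed Maf1hep−/− livers.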

Other observations

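The comparison of splits with the first principal component, the comparison with Table S5 and the choice of mRNAs called with RUVr factors were made after the results were seen. Of 100 splits drawn of the whole-body cohort, the real one included, 4 gave at least the real 2 calls, a share just under 0.05. Another split gave 367, which points to a structure of the samples, so the count alone does not firmly exclude chance. In that split and the next 2, with 239 and 137 calls, the groups lay apart on the first principal component (means 30.3 and −21.7 in the first, against 24.6 and −17.6 for the real one). For the real 3 calls at the relaxed cutoffs (5 of 100 splits, up to 2539 in another) and the 1 list (93 of 100, up to 15) chance could not be excluded. In the Chow-fed hepatocyte-specific cohort 2 of 35 splits gave at least the real 2 calls at either cutoffs (up to 2 and 4 in another), so the count alone does not exclude chance, whereas the mRNAs called, Maf1 and Gm35339, were called in all 3 cohorts and in each fit without 1 mouse. Chance could not be excluded for its 6 lists (33 of 35, up to 13). If the HF-fed mice are taken as unpaired, as the paper states, the share for the 2 calls was just under 0.05 (4 of 100 splits drawn, up to 23 in another). That count alone does not firmly exclude chance either. Chance could not be excluded for the 7 at the relaxed cutoffs (7 of 100, up to 160) or the 14 lists (7 of 100, up to 17). If they are taken as paired by number, which the values alone point to, the splits that part all 4 pairs are too few for a share under 0.05, and of the 12 others 1 was as large for each of these, with up to 4, 7 and 14. The highest counts came from splits that part fewer such pairs. As far more such splits were drawn, this alone does not show a structure of the samples, and it was not tested.

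Camera called 14 lists in HF-fed Maf1hep−/− livers, each lost with an estimated correlation (adjusted p-values 0.294 to 0.498), of which Mup, male-biased, female-biased and erythroid genes stand at their claims. Genes of fibrosis and extracellular matrix rose (24 of 24 higher, median log2(FC) 0.32, adjusted p-value = 1.52e-11, and 0.325 with an estimated correlation), as did acute phase genes (21 of 25, 0.325, adjusted p-value = 2.77e-06, and 0.371), interferon response genes (23 of 26, 0.28, adjusted p-value = 0.000368, and 0.498), genes of lipid droplets and VLDL (15 of 23, 0.23, adjusted p-value = 0.00216, and 0.371), of the amino acid stress response (21 of 24, 0.19, adjusted p-value = 0.00286, and 0.371), of the cell cycle (19 of 25, 0.17, adjusted p-value = 0.00286, and 0.498) and of the urea cycle (19 of 25, 0.11, adjusted p-value = 0.0235, and 0.498), and hepatocyte markers (17 of 24, 0.11, adjusted p-value = 0.00893, and 0.371). Genes of fatty acid oxidation fell (23 of 30 lower, −0.17, adjusted p-value = 0.00115, and 0.498), as did clock genes (17 of 20, −0.19, adjusted p-value = 0.0217, and 0.371). In edgeR 0 members passed over all genes in each of these lists. Adjusted over the list alone, 7 passed for the matrix, Col1a1 (log2(FC) 0.96, SE 0.218), Col6a1 (0.64), Col6a2 (0.80), Col3a1 (0.84), Col1a2 (0.62), Col4a2 (0.33) and Thbs1 (0.70), 2 for the acute phase, Apcs (0.91, SE 0.168) and Orm2 (1.22), 3 for fatty acid oxidation, Ehhadh (−1.47), Cyp4a31 (−1.36) and Acsm2 (−1.39), 2 for lipid droplets, Plin4 among them, and 1 for the cell cycle, Cdkn1c, while 0 passed for the other lists. At an unadjusted p under 0.05 there were 10 matrix, 10 acute phase, 9 interferon, 5 fatty acid oxidation, 6 lipid droplet, 6 amino acid stress, 4 cell cycle, 4 urea cycle, 5 hepatocyte and 0 clock genes.

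With the replicate block, which treats mice of the same number as pairs, 2 matrix genes passed over all genes and 12 adjusted over the list alone, 1 acute phase gene and 2, 3 interferon response genes and 9 (7 higher, 2 lower), 0 fatty acid oxidation genes higher and 1 lower over all genes and 9 lower over the list, 3 lipid droplet genes and 4, 2 urea cycle genes and 5, 1 hepatocyte marker and 4 (3 higher, 1 lower), and 0 cell cycle and amino acid stress genes over all genes and 6 of each list (5 higher, 1 lower). Those over all genes included Col3a1 (1.10, adjusted p-value = 0.00711), Col1a2 (adjusted p-value = 0.0375), Apcs (adjusted p-value = 0.00793), Rsad2 (adjusted p-value = 0.027), Ifit3 (adjusted p-value = 0.0173), Ifit3b (adjusted p-value = 0.0487), Gls2 and Ass1. The block ended the calls of the lipid droplet list (0.037, adjusted p-value = 0.135) and the clock list (−0.14, adjusted p-value = 0.191). Among the lists of this cohort, calls ended without Ctrl mouse 1 (urea cycle, adjusted p-value 0.281), Ctrl mouse 2 (cell cycle 0.0686), Ctrl mouse 5 (lipid droplets 0.119, clock 0.127), Maf1hep−/− mouse 2 (fatty acid oxidation 0.281, clock 0.0847, amino acid stress 0.131, urea cycle 0.352, hepatocytes 0.0581), mouse 3 (cell cycle 0.0569, interferon 0.0586, hepatocytes 0.055) and mouse 4 (clock 0.324, cell cycle 0.064, amino acid stress 0.0886, urea cycle 0.0572).

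The lists that passed in none of the cohorts are given with adjusted p-values for Chow-fed Maf1−/−, Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− livers in this order. They were fatty acid synthesis (0.864, 0.503 and 0.826), sterol synthesis (0.998, 0.706 and 0.284), the growth hormone axis (0.779, 0.92 and 0.736), the Pol III machinery (0.779, 0.503 and 0.294), gluconeogenesis and glycolysis (0.505, 0.987 and 0.826), immediate early and heat shock genes (0.663, 0.503 and 0.284), endothelial cells (0.913, 0.503 and 0.294), stellate cells (0.831, 0.388 and 0.161), cholangiocytes (0.204, 0.239 and 0.294), neutrophils (0.941, 0.805 and 0.906) and adipocytes (0.421, 0.92 and 0.136). Lists called in some cohorts had these adjusted p-values in the others: fatty acid oxidation 0.082 and 0.239, the clock 0.831 and 0.987, the cell cycle 0.831 and 0.168, amino acid stress 0.596 and 0.689, the acute phase 0.779 and 0.987, the matrix 0.831 and 0.689, erythroid cells 0.18 and 0.642 and hepatocytes 0.998 and 0.249 on chow, lipid droplets 0.503 in Chow-fed Maf1hep−/− livers, and in Maf1−/− and HF-fed livers Kupffer cells 0.893 and 0.294 and lymphocytes 0.831 and 0.294, with 0.998 for the urea cycle in Maf1−/− livers.

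Leaving out 1 mouse let further lists pass. In the whole-body cohort these were interferon response genes without Ctrl mouse 1 (median log2(FC) 0.18, adjusted p-value = 0.0177), 6 (0.22, 0.00232) or 7 (0.17, 0.0284) or Maf1−/− mouse 1 (0.17, 0.0425), 3 (0.18, 0.0262), 4 (0.18, 0.026) or 5 (0.19, 0.00988), fatty acid oxidation without Ctrl mouse 6 (−0.23, 0.0251) or Maf1−/− mouse 3 (−0.23, 0.00496) or 5 (−0.23, 0.0105), lipid droplets without Ctrl mouse 6 (−0.23, 0.038) or Maf1−/− mouse 3 (−0.20, 0.0482), 4 (−0.25, 0.0408) or 5 (−0.28, 0.0208), male-biased genes without Ctrl mouse 7 (−0.40, 0.0127) or Maf1−/− mouse 3 (−0.37, 0.0153), and sterol synthesis (0.31, 0.0382) and erythroid cells (−1.94, 0.00785) without Maf1−/− mouse 4. In Chow-fed Maf1hep−/− livers they were sterol synthesis without Ctrl mouse 1 (−0.41, 2.6e-09) or Maf1hep−/− mouse 3 (−0.42, 0.0209), acute phase genes without Ctrl mouse 1 (0.25, 2.6e-09, against a median of −0.17 in all mice), immediate early genes without Ctrl mouse 1 (0.15, 0.00445) or 3 (−0.32, 0.042), endothelial cells without Ctrl mouse 2 (−0.087, 0.0253), cholangiocytes (−0.53, 0.017) and erythroid cells (1.48, 0.017) without Ctrl mouse 3, the cell cycle without Ctrl mouse 4 (0.14, 0.0416) or Maf1hep−/− mouse 1 (0.17, 0.00299), female-biased genes without Ctrl mouse 4 (0.49, 0.0416) or Maf1hep−/− mouse 3 (0.45, 0.0146) or 4 (0.45, 0.0325), and fatty acid oxidation without Maf1hep−/− mouse 3 (0.12, 0.000329). On the HF diet they were sterol synthesis without Ctrl mouse 2 (0.12, 0.0426) or 4 (0.26, 0.000245) or Maf1hep−/− mouse 1 (0.19, 0.0221), Kupffer cells without Ctrl mouse 3 (0.23, 0.0479) or Maf1hep−/− mouse 1 (0.32, 0.00275), immediate early genes without Maf1hep−/− mouse 1 (0.27, 0.0352), and stellate cells without Maf1hep−/− mouse 1 (0.20, 0.0453) or 3 (0.17, 0.0156). The adipocyte markers passed there with the replicate block (0.52, adjusted p-value = 0.0349).

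Median, mean and test of a list differed in sign for acute phase genes on chow in Maf1hep−/− livers (median −0.165, mean −0.213, test toward higher). The same held for sterol synthesis in Maf1−/− livers (0.109 and 0.0216, toward lower), for neutrophils in HF-fed livers (0.0327 and 0.0348, toward lower) and for adipocytes in Chow-fed Maf1hep−/− livers (0.0335 and 0.0232, toward lower). Median and mean themselves had other signs in Maf1−/− livers for the urea cycle (0.0179 and −0.0955), the matrix (−0.0454 and 0.0148) and hepatocytes (0.0106 and −0.0455), each tested toward higher. They did so in Chow-fed Maf1hep−/− livers for gluconeogenesis (0.032 and −0.0315, toward lower), male-biased genes (0.0195 and −0.00104, toward higher), the matrix (0.0195 and −0.0305, toward higher) and the growth hormone axis (0.00218 and −0.0843, toward higher), and in HF-fed livers for the growth hormone axis (0.0102 and −0.0224, toward lower) and TOP mRNAs (−0.0148 and 0.00135, toward lower). The HF gluconeogenesis list had a median of 0.003 and a mean of 0.00965 and was tested toward lower. Erythroid markers were led by Alas2, at 80.1 CPM in HF-fed Ctrl and 107 CPM in HF-fed Maf1hep−/− livers.

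Groups did not overlap for 57, 187 and 221 mRNAs in Chow-fed Maf1−/−, Chow-fed Maf1hep−/− and HF-fed Maf1hep−/− livers, which is 0.445%, 1.49% and 1.79%, where chance gives 0.253%, 2.86% and 1.59%. In the whole-body cohort the per-mouse scores of the paper's Table S5 differed from log2(CPM) in 3 components. These held 94.3%, 3.84% and 1.88% of the variance of the difference and the next 0.000324%, so 3 factors appear to have been removed there. RUVr factors estimated from the deposited counts come from the residuals of a fit of genotype. Their share of the genotype contrast is therefore near 0 by construction, and no conclusion is drawn from its distance to another share. Of the paper's Table S5, the first 1547 of the 12992 rows were at hand. The 3 factors read from its per-mouse scores held 45.9% of the genotype contrast, and the 3 estimated RUVr factors held 0.0659%. The median absolute difference from the paper's log2(FC) was 0.0328 with the former and 0.113 with the latter.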
